# Microbiota from alginate oligosaccharide-dosed mice successfully mitigated small intestinal mucositis

**DOI:** 10.1186/s40168-020-00886-x

**Published:** 2020-07-25

**Authors:** Pengfei Zhang, Jing Liu, Bohui Xiong, Cong Zhang, Beining Kang, Yishan Gao, Zengkuan Li, Wei Ge, Shunfeng Cheng, Yanan Hao, Wei Shen, Shuai Yu, Liang Chen, Xiangfang Tang, Yong Zhao, Hongfu Zhang

**Keywords:** Fecal microbiota transplantation, Alginate oligosaccharides, Mucositis, Busulfan, Rescue, Metabolome, Correlation

## Abstract

**Background:**

The increasing incidence of cancer and intestinal mucositis induced by chemotherapeutics are causing worldwide concern. Many approaches such as fecal microbiota transplantation (FMT) have been used to minimize mucositis. However, it is still unknown whether FMT from a donor with beneficial gut microbiota results in more effective intestinal function in the recipient. Recently, we found that alginate oligosaccharides (AOS) benefit murine gut microbiota through increasing “beneficial” microbes to rescue busulfan induced mucositis.

**Results:**

In the current investigation, FMT from AOS-dosed mice improved small intestine function over FMT from control mice through the recovery of gene expression and an increase in the levels of cell junction proteins. FMT from AOS-dosed mice showed superior benefits over FMT from control mice on recipient gut microbiotas through an increase in “beneficial” microbes such as *Leuconostocaceae* and recovery in blood metabolome. Furthermore, the correlation of gut microbiota and blood metabolites suggested that the “beneficial” microbe *Lactobacillales* helped with the recovery of blood metabolites, while the “harmful” microbe *Mycoplasmatales* did not.

**Conclusion:**

The data confirm our hypothesis that FMT from a donor with superior microbes leads to a more profound recovery of small intestinal function. We propose that gut microbiota from naturally produced AOS-treated donor may be used to prevent small intestinal mucositis induced by chemotherapeutics or other factors in recipients.

Video Abstract

## Introduction

The annual incidence of cancer is continuing to increase and cause worldwide concern and frustration [1–4]. Furthermore, intestinal mucositis is an adverse effect of chemotherapy with anticancer drugs such as busulfan, 5-fluorouracil [5–7], or FOLFOX (5-fluorouracil, leucovorin, and oxaliplatin) [8]. It is reported that villi length is reduced and crypt cell homeostasis and intestinal tight junctions are impaired in intestinal mucositis [2, 4]. Since the gastrointestinal (GI) tract plays such vital roles—protection of the body from pathogenic microbes, nutrient digestion/absorption, mucus, and hormone secretion—mucositis can cause clinical morbidity and mortality [5–7, 9–11]. Even though lots of studies have addressed many methods such as the application of prebiotics, probiotics, selenium, volatile oils, and others [1, 2, 12, 13] to minimize chemotherapy-induced gut mucositis, there has been little progress [14, 15]. Alginate oligosaccharides (AOS) are natural products derived from the degradation of alginate that have attractive pharmaceutical properties [16–18]. They have been found to be anti-inflammatory [17], anti-apoptotic [19], anti-proliferation [20], and to have antioxidant [16, 19, 21] and even anti-cancer activities [22]. Very recently, we showed that AOS rescues busulfan disrupted murine small intestinal cell endoplasmic reticulum and mitochondria [23]. Furthermore, AOS improves busulfan disturbed intestinal cell membranes through the enhancement of cell junctions, recovery of small intestinal functions (as shown by the single-cell RNA-seq analysis), and improvement of transcriptional factors which may contribute to the gene expression [23]. Furthermore, AOS improves the blood metabolome to support the recovery of small intestine function [23]. Subsequently, we also found that AOS may benefit gut microbiota through an increase in “beneficial” gut microbes and a decrease in “harmful” gut microbes (unpublished data). In addition, Chang et al. recently found that fecal microbiota transplantation (FMT) prevents FOLFOX-induced intestinal mucositis [8].

Gut microbiota is reported to influence many aspects of our health because it provides nutrients and vitamins, fights against pathogens, maintains homeostasis of the epithelial mucosa, and supports the body’s immune system [24]. On the other hand, microbiota dysbiosis has been shown to lead to various diseases [25, 26] such as diabetes, hypertension, IBD (inflammatory bowel disease), obesity, polycystic ovary syndrome (PCOS) [27], and disruption of spermatogenesis [28]. FMT is the last chance treatment for *Clostridium difficile* infections [25, 26], and it also has been applied in many disease models and clinical trials with a very high cure rate and few adverse effects [29, 30]. FMT has been revealed to effectively manipulate gut microbiota and to ameliorate chemotherapy-induced mucositis [8, 31], to relieve mouse Parkinson’s disease [32], to treat food allergies [33], and to increase healthspan and lifespan [34]. Regular FMT involves the transplantation of fecal material from a healthy donor into a diseased recipient [8]. However, we found that AOS also rescues busulfan-impaired gut microbiota in the small intestine [23]. We hypothesize that FMT from AOS-dosed mice might alleviate small intestine disruption following recipient chemotherapy to a greater extent than FMT from control animals. Indeed, we found that gut microbiota from AOS-dosed mice was superior in improving gut microbiota, the blood metabolome, and the small intestine function.

## Results

### AOS benefited gut microbiota

In a recent report, we revealed that AOS mitigated small intestine cell membranes damage especially cell junctions and microvilli by the anticancer drug busulfan; simultaneously, AOS supported the blood metabolome to assist small intestinal recovery [23]. This is because gut microbiota can metabolize nutrients and also regulate intestinal metabolites to affect the blood metabolome [35, 36]. Therefore, in the current investigation, we explored changes in gut microbiota after 2 weeks of busulfan and/or AOS treatment [there were three treatment groups: (1) A0: vehicle control (dosed with ddH_2_O); (2) BA0 [injected with 40 mg/kg body weight (BW) busulfan once then dosed with ddH_2_O]; (3) BA10 (injected with 40 mg/kg BW busulfan once then dosed with 10 mg/kg BW AOS in ddH_2_O for 2 weeks continually). The differences in bacterial composition between the three treatments were clearly separated by weighted principal coordinates analysis (PCoA; Fig. 1a; Supplementary Table 1; Supplementary Fig. 1). At the genus level, the proportion of *Lactobacillus* was increased by BA10 compared with A0 or BA0 (Supplementary Table 1), even though at the phylum level, there was little difference in the proportion of the bacteria (Fig. 1b). Then, the linear discriminant analysis effect size (LEFSe) was used to further evaluate the difference in bacterial content between these treatments (Fig. 1c, d). *Bacteroidaceae* was enriched in BA10, but not in other groups, which indicated that AOS benefited the gut microbiota by increasing “beneficial” gut microbiota (Fig. 1c, d). Even though the harmful gut microbiota *Escherichia* and *E. coli* were also enriched in BA10, this may be due to busulfan effect and the relative significance was low. Another of our studies [37] shows that AOS increases the “beneficial” gut bacteria such as *Bacteroidales* and *Lactobacillaceae* while it decreases “harmful” bacteria *Desulfovibrionaceae* after a 5-week AOS dosing period (in the current study, the treatment time was 2 weeks). The data from these two studies were in agreement, which indicates that AOS benefits gut microbiota.

**Fig. 1:**
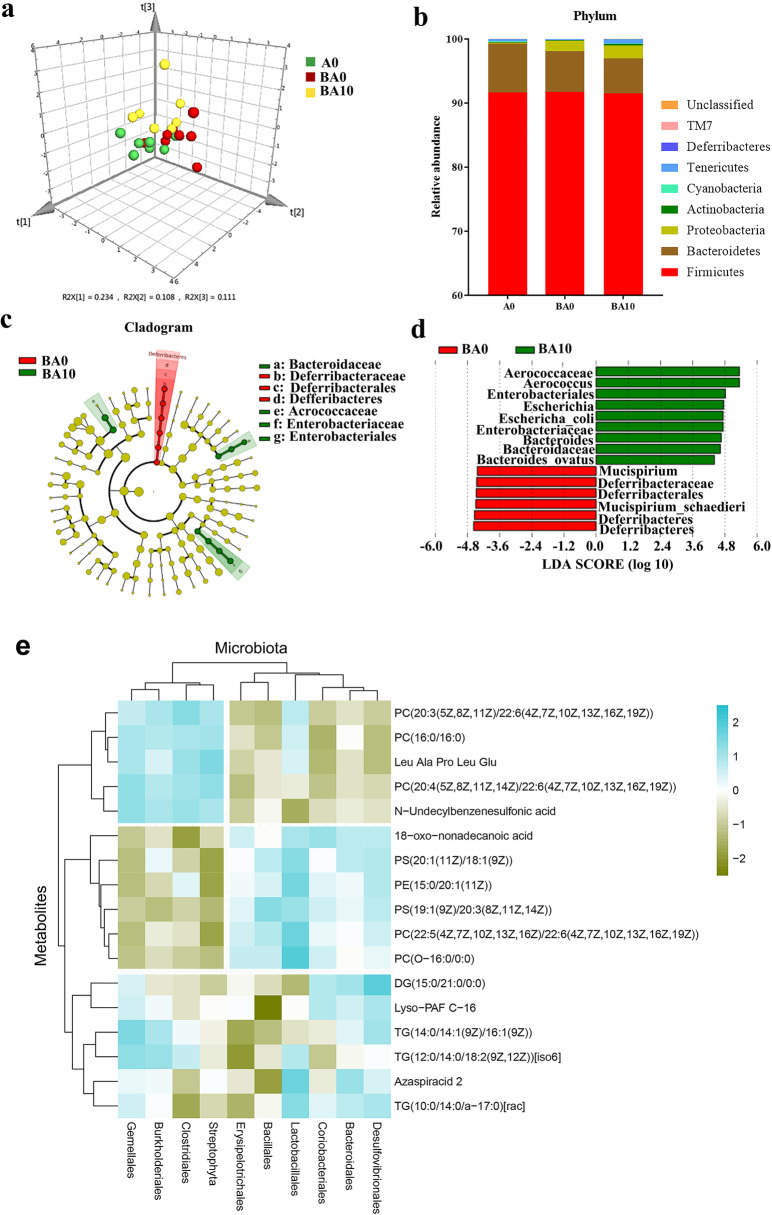
Small intestinal microbiota changes and correlation of changed intestinal microbiota after a 2-week AOS dosing. **a** The PLS-DA of the microflora in different treatments. **b** Differences of bacterial abundance at the phylum level. **c** Cladogram. **d** LDA distribution. Linear discriminate analysis effect size (LEfSe) was performed to determine the difference in abundance; the threshold of LDA score was 4.0 (*n* = 15 samples/group). **e** Correlation of intestinal microbiota and blood metabolites. (*n* = 10 samples/group)

At the same time, AOS benefits blood metabolites [23]; therefore, the crosstalk between blood metabolites and gut microbes was determined by Spearman’s correlation coefficient, which reflects the correlation of blood metabolites and gut microbiota [38]. Here, there was a good correlation between blood metabolome and gut microbiota (Fig. 1e). The microbes were divided into two big clusters (left and right) and the metabolites were separated into three big clusters (top, middle, and bottom). The first cluster of microbes (left) and the first cluster of metabolites (top) were positively correlated together, while the second cluster of microbes (right) was positively correlated with the second cluster of metabolites (middle). *Lactobacillales* was positively correlated with most of the metabolites (Fig. 1e). The data suggested that the blood metabolome and gut microbiota interacted together, which further indicated that AOS treatment benefited gut microbiota to improve the small intestine function.

### A10-FMT/A100-FMT improved small intestine function more profoundly than Con-FMT

Since AOS benefited gut microbiota to improve the busulfan disrupted small intestine, we set out to explore the beneficial improvement of small intestinal functions by FMT from AOS 10 mg/kg, 100 mg/kg, and vehicle control-dosed mice. As shown in Fig. 2a, gut microbiota (intestinal luminal content) [39] was collected from AOS (10 mg/kg, or 100 mg/kg) or ddH_2_O (vehicle control)-dosed mice, respectively. The gut microbiota was diluted in saline for FMT. There were four treatment groups (see “Methods” section). We found that the busulfan “Sa” group (mice treated with busulfan and saline) impaired the small intestine by reducing the density of microvilli compared with the control group (mice treated with saline only; Supplementary Fig. 2a) and that Con-FMT (mice treated with busulfan and FMT from the vehicle control group) had some effect on small intestinal improvement (Fig. 2b). Meanwhile, A10-FMT (mice treated with busulfan and FMT from the AOS 10 mg/kg group) and A100-FMT (mice treated with busulfan and FMT from the AOS 100 mg/kg group) dramatically recovered the small intestine by increasing the protein levels of Vil1 (Fig. 2b). The results matched the data from our earlier study, showing that AOS and A10-FMT/A100-FMT assisted in the recovery of the small intestine by increasing Vil1 protein levels [23].

**Fig. 2:**
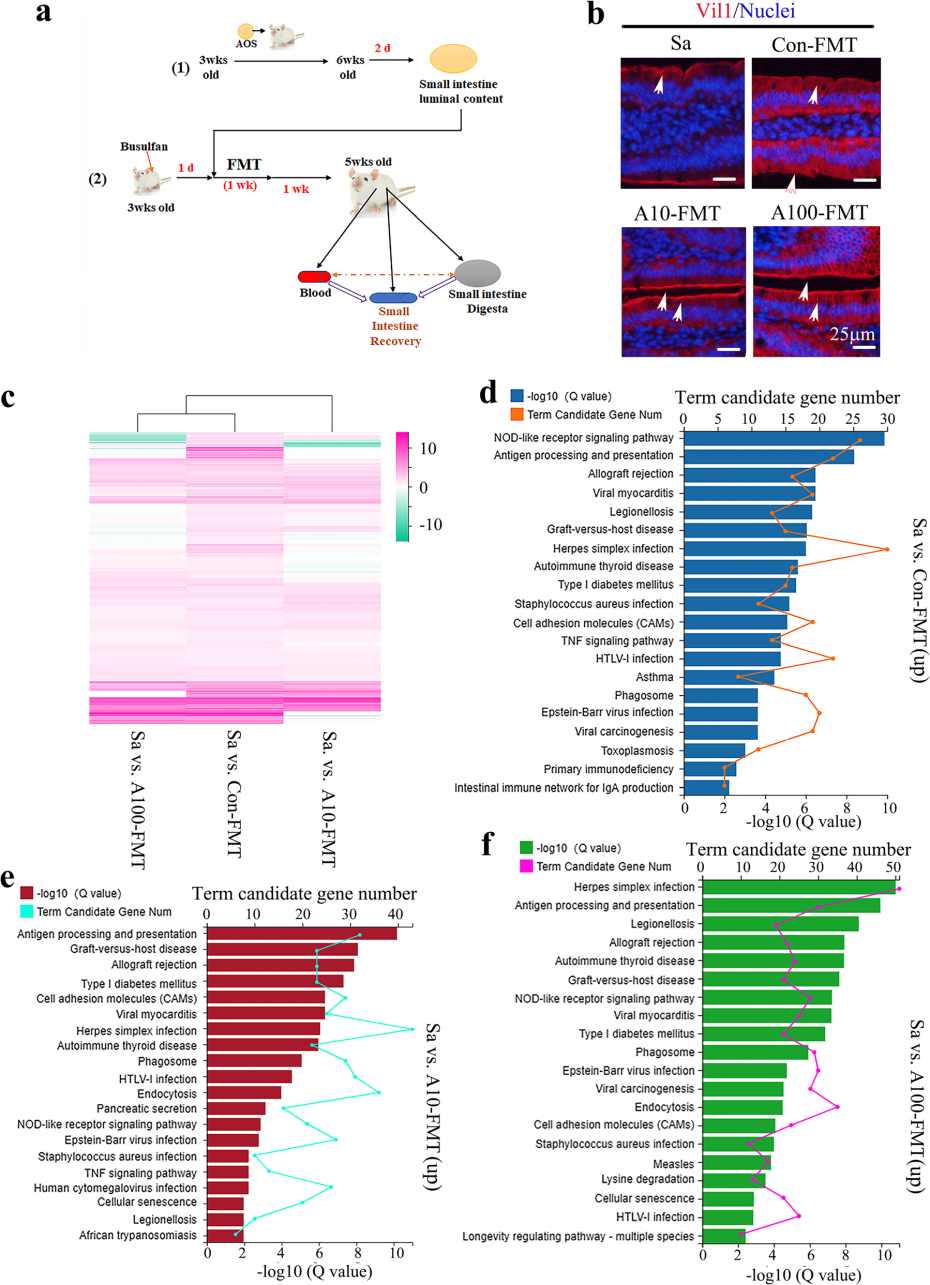
RNA-seq data for mouse small intestine samples. **a** Study design for the FMT experiment. Firstly, 3-week-old ICR male mice were treated with ddH_2_O as the vehicle control or AOS [10 or 100 mg/kg body weight (BW)] for 3 weeks. Then the mice were maintained in regular condition for another 2 days (with dosing). Then the mice were humanely euthanized to collect small intestine luminal contents (gut microbiota). The luminal contents from each group were pooled and homogenized, diluted 1:1 in 20% sterile glycerol (saline), and frozen. Before inoculation, small intestinal content samples were diluted in sterile saline to a working concentration of 0.05 g/ml and filtered through a 70-μm cell strainer (FMT). Secondly, 3-week-old ICR male mice were injected a single dose of busulfan [40 mg/kg body weight (BW)] [23]. The following day, the mice were dosed with saline as the control or FMT via oral gavage (0.1 ml/mouse/day). Recipient mice received oral FMT inoculations once daily for 1 week. The mice were then regularly maintained for another week (5 weeks of age) and then humanely euthanized to collect samples for different analyses. **b** Immunofluorescence staining of Vil1 for small intestine samples. **c** Heatmap summary of the differentially expressed genes in the three comparisons: Sa vs. Con-FMT; Sa vs. A10-FMT; Sa vs. A100-FMT. The scale bar shows the gene expression in each group. The clusters show the groups of genes in a similar gene family. **d** KEGG enrichment of up-regulated genes in Sa vs. Con-FMT. **e** KEGG enrichment of up-regulated genes in Sa vs. A10-FMT. **f** KEGG enrichment of up-regulated genes in Sa vs. A100-FMT

To explore the underlying mechanisms of the A10-FMT/A100-FMT improvement of small intestines, gene expression profiles for mouse small intestine were quantified by RNA-seq analysis. 

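The sample records list small intestine RNA of 23 mice, with 1 library per mouse. The mice had received busulfan at 40 mg/kg and then saline (Sa), or FMT from donors dosed with vehicle (Con-FMT), AOS at 10 mg/kg (A10-FMT) or AOS at 100 mg/kg (A100-FMT). The sample codes divide the libraries into a first and a second set, called set 1 and set 2 here, whose meaning the paper's text does not give. Set 1 carries the code of the plasma samples in the supplementary data. Each treatment had 3 libraries in each set, apart from Sa in set 1, which had 2. The authors isolated total RNA with TRIzol, sequenced it on an Illumina HiSeq and transformed the read number of each gene into RPKM. The values deposited are FPKM (fragments counted relative to transcript length and to all fragments of the library) for 19215 genes and transcripts, of which 17842 are listed by NCBI Gene number and the others by a BGI identifier. Group medians of their sum per library ran from 559352 FPKM in Sa of set 2 to 633364 in Sa of set 1. Read numbers were not used here, so the depth of each library is unknown and no limit can be set for a gene listed at 0 FPKM. The 11337 genes with a mean of at least 1 FPKM over the libraries were tested with limma on log2(FPKM + 1), with 1 estimate of the spread for all 8 groups and Benjamini-Hochberg adjustment over the genes tested. The added 1 shrinks the log2 changes of genes with a low FPKM. Changes are given for the FMT group relative to Sa, so that an increased gene in Sa vs. Con-FMT was higher after Con-FMT.

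The title of a Sa sample of set 1 gives it the number 3, while its description names the column of another number. The title's column was used throughout, and the description's column is given where it changed a result. These columns hold different values, and whether they come from the same mouse is not known. No fit held both. The title's column stood apart from the other 22 libraries. Across the 10527 tested genes with a known GC content, its deviation from the median library rose with GC content, with a Spearman's rho of 0.70 against -0.22 to 0.22 in the others and -0.088 in the description's column (genes are not independent replicates). Its Pearson correlation with the other libraries across genes was 0.944 to 0.965, while pairs of the other libraries reached 0.968 to 0.991.

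**Figure D1:**
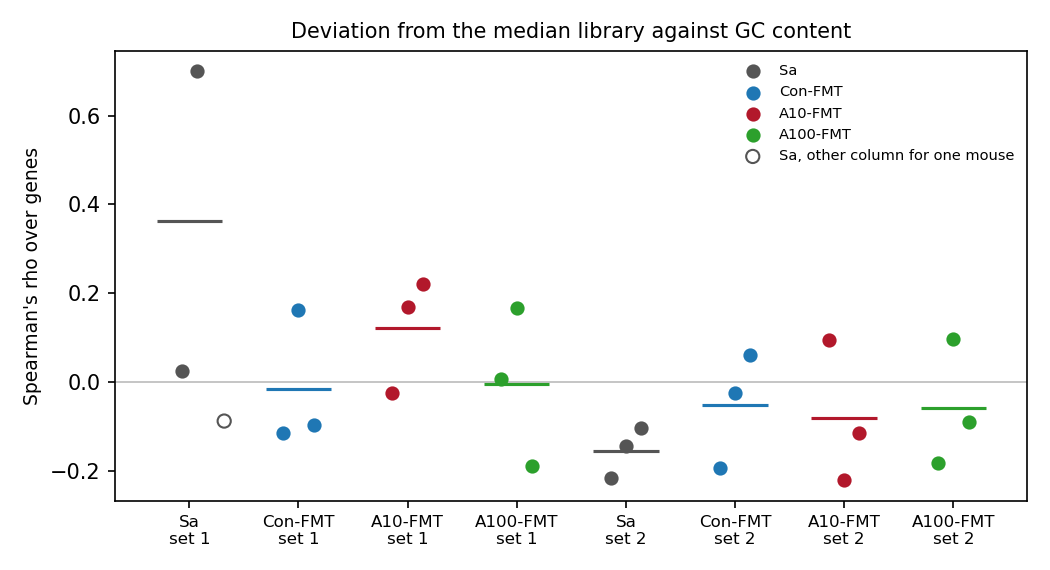
Spearman's rho, across genes, between the deviation of a library from the median library and the GC content of the genes, for each library by treatment and set. Dots are libraries, bars are group means and the open circle is the description's column; Sa replicate 3 of set 1 lies at 0.70 and every other library between -0.22 and 0.22.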

The gene expression profiles were changed significantly by Con-FMT, A10-FMT, and A100-FMT. 

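In set 1, limma called 3051 genes in Sa vs. Con-FMT (2011 increased and 1040 decreased), 3627 in Sa vs. A10-FMT (1541 increased and 2086 decreased) and 3987 in Sa vs. A100-FMT (2499 increased and 1488 decreased) at an adjusted p under 0.05. These counts rested on 2 Sa libraries and on the spread shared by all libraries. With the libraries of the groups compared alone in the fit, each comparison gave 1 gene. With array quality weights each gave 0, and 780, 939 and 1041 genes had an unadjusted p under 0.05. Without Con-FMT replicate 1 of set 1, Sa vs. Con-FMT gave 0 genes (4288 at an unadjusted p under 0.05), and without A100-FMT replicate 3 of set 1, Sa vs. A100-FMT gave 1978. The description's column for the Sa mouse gave 45, 3829 and 966 genes, of which 40, 2074 and 757 were also called in the same direction with the title's column.

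In set 2, where Sa had 3 libraries, 4 genes were called in Sa vs. Con-FMT, 48 in Sa vs. A10-FMT and 4 in Sa vs. A100-FMT. These counts also depended on the shared spread. They were 6, 352 and 561 with the description's column, and 111, 1771 and 1450 with array quality weights. Averaged over both sets, 76 genes were increased and 9 decreased in Sa vs. Con-FMT, 12 and 3 in Sa vs. A10-FMT, and 94 and 7 in Sa vs. A100-FMT. Without Sa replicate 1 of set 1, 5893, 5503 and 5748 genes were called over both sets. Without Sa replicate 3 of set 1, the counts were 40, 0 and 0, and in the latter comparisons 1152 and 1181 genes had an unadjusted p under 0.05.

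Slfn4 (NCBI Gene 20558) was among the most increased genes over both sets. Its level in set 1 was 2.48 ± 2.79 FPKM in Sa (SD, n = 2), 10.8 ± 3.35 in Con-FMT, 15.7 ± 3.14 in A10-FMT and 18 ± 3.47 in A100-FMT (SD, n = 3 each). In set 2 it was 5.07 ± 0.529, 14 ± 3.88, 5.75 ± 1.75 and 8.64 ± 2.98 FPKM (SD, n = 3 each). The log2 change over both sets was 1.64 in Sa vs. Con-FMT (standard error 0.27, adjusted p = 0.0071 from limma), with 3 of 3 Con-FMT libraries above every Sa library in each set. It was 1.67 in Sa vs. A100-FMT (standard error 0.27, adjusted p = 0.024 from limma), with 3 of 3 libraries above every Sa library in set 1 and 2 of 3 in set 2. Ubd (NCBI Gene 24108) changed by 1.58 in Sa vs. Con-FMT and 1.21 in Sa vs. A100-FMT over both sets (standard error 0.24 each, adjusted p = 0.0046 and 0.04 from limma), with 3 of 3 libraries of both FMT groups above every Sa library in each set. Over both sets of Sa vs. A10-FMT, Iigp1, Tgtp1 and Ifit2 had the largest increases (log2 changes of 1.18, 1.05 and 1.02, adjusted p = 0.039, 0.043 and 0.043 from limma), and Mfge8, Dhrs3 and Lhpp the largest decreases (-0.55, -0.36 and -0.30, adjusted p = 0.04, 0.037 and 0.037). Ifit2 was above every Sa library of its set in 3 of 3 libraries of A10-FMT in both sets. Alppl2 and Gstt3 decreased in Sa vs. Con-FMT (-0.47 and -0.43, adjusted p = 0.05 and 0.041 from limma). Lamtor3-ps increased in Sa vs. A100-FMT (1.16, adjusted p = 0.028 from limma), and Pnliprp2 and Pla2g2f decreased (-0.998 and -0.48, adjusted p = 0.038 and 0.028).

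Within set 1, S100g (NCBI Gene 12309) and Akp3 (NCBI Gene 11648) were the most increased genes with a symbol in Sa vs. A10-FMT, by 3.10 (standard error 0.58, adjusted p = 0.0016 from limma) and 2.89 (standard error 0.62, adjusted p = 0.0033), with 3 of 3 A10-FMT libraries above both Sa libraries. S100g stood at 32.2 ± 20.7 FPKM in Sa (SD, n = 2) and 262 ± 84.7 in A10-FMT (SD, n = 3), and in set 2 at 97.4 ± 63.6 in Sa and 57 ± 16.6 in A10-FMT (SD, n = 3 each). Akp3 stood in set 2 at 65.5 ± 46.5 FPKM in Sa and 26.1 ± 7.7 in A10-FMT (SD, n = 3 each). Tubb5 (NCBI Gene 22154) dropped by 4.45 in Sa vs. A100-FMT of set 1 (standard error 1.6, adjusted p = 0.037 from limma), in 3 of 3 libraries, and was not called with the description's column. In set 2, Tubb5 stood at 46.1 ± 13.4 FPKM in Sa and 70.2 ± 62.3 in A100-FMT (SD, n = 3 each). There, 2 of 3 A100-FMT libraries were above every Sa library and 1 of 3 below. Slfn4 was also among the 3 most increased genes of Sa vs. A100-FMT in set 1, by 2.71 (standard error 0.40, adjusted p = 0.0021 from limma). The remaining genes with extreme changes in set 1 were BGI transcripts or had no symbol. Akp3, Alppl2, Lamtor3-ps, Tgtp1 and Tubb5 have close copies, between which the authors' counting could have split reads, so their values are uncertain.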

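Read numbers, which DEGseq needs, were not used here, so genes were also counted by the ratio of group means of FPKM, with 1 added to both means. This count is a description without a test. In set 1, 78 genes were at least 2-fold higher and 52 at least 2-fold lower after Con-FMT than in Sa, 148 and 38 after A10-FMT, and 122 and 100 after A100-FMT. Of these, 42 and 40, 120 and 20, and 95 and 81 had no overlap between the FPKM values of the groups. With 2 against 3 libraries, 10% of all unchanged genes would show this in a given direction by chance. Genes picked for a 2-fold ratio would show it more often, so the 10% is no baseline for these counts. As geometric means of the ratios of both sets, the counts were 34 higher and 13 lower, 28 and 18, and 29 and 34. Without Sa replicate 1 of set 1, when replicate 3 with its GC trend stood alone for Sa, 795, 728 and 939 genes were higher and 123, 115 and 157 lower; without replicate 3, 79, 122 and 90 were higher and 27, 30 and 74 lower. With quantile normalization, 89 genes were higher and 116 lower in Sa vs. A100-FMT of set 1, and with trimmed-mean scaling 108 and 117, so that the larger group changed. A required ratio of 1.5 raised the counts of set 1 to 360 higher and 183 lower, 556 and 288, and 694 and 266.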

In total, 166 genes were decreased while 308 genes were increased by Con-FMT compared with Sa (Sa vs. Con-FMT); 179 genes were reduced while 540 genes were elevated by A10-FMT compared with Sa (Sa vs. A10-FMT); 267 genes were diminished while 572 genes were increased by A100-FMT compared with Sa (Sa vs. A100-FMT; Fig. 2c and Supplementary Fig. 2b–h). The functions of the altered genes were determined by Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis. 

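KEGG was not used here; lists of genes for the pathways were written from general knowledge. Each list was tested with camera, a competitive test of limma, at a preset correlation between genes of 0.01, and adjusted over all lists and comparisons of a set. The NOD-like receptor signaling list has 104 genes, of which 78 were expressed at the level tested. The antigen processing and presentation list has 74 with 50 tested, and the cell adhesion molecules list 153 with 53 tested. The latter lists share 20 tested genes, of which 19 are MHC genes.

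In set 1, the median log2 change of the NOD-like receptor signaling list was 0.20 in Sa vs. Con-FMT (57 of 78 genes higher, adjusted p = 0.00618 from limma's camera), 0.17 in Sa vs. A10-FMT (54 higher, adjusted p = 0.000794) and 0.26 in Sa vs. A100-FMT (59 higher, adjusted p = 0.000525). Over both sets it was 0.12, 0.087 and 0.14, with 54, 52 and 60 genes higher and adjusted p-values of 9.76e-05, 0.00024 and 0.000788. The medians of antigen processing and presentation were 0.10, 0.048 and -0.041 (32, 30 and 21 of 50 genes higher, adjusted p = 0.95, 0.504 and 0.599 from limma's camera), and those of cell adhesion molecules 0.051, -0.018 and -0.12 (29, 24 and 20 of 53 higher, adjusted p = 0.89, 0.913 and 0.318). The description's column turned the sign of both lists in Sa vs. A10-FMT and Sa vs. A100-FMT, to -0.014 and 0.010 for antigen processing and presentation and to 0.0024 and 0.043 for cell adhesion molecules. In Sa vs. Con-FMT, quantile normalization and trimmed-mean scaling turned cell adhesion molecules to -0.0083 and -0.018. In set 2, the NOD-like receptor signaling medians were 0.017, 0.024 and 0.0075 (43, 44 and 42 genes higher, adjusted p = 0.00194, 0.818 and 0.606 from limma's camera), the values for A10-FMT and A100-FMT turning negative with trimmed-mean scaling. Antigen processing and presentation rose in Sa vs. Con-FMT of set 2 (0.082, 33 of 50 genes higher, adjusted p = 0.000455 from limma's camera), and cell adhesion molecules fell in Sa vs. A100-FMT there (-0.067, 20 of 53 higher, adjusted p = 0.00294) and over both sets (-0.064, 20 higher, adjusted p = 0.00495).

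Among the list tests of Sa comparisons in set 1, 12 of 63 passed the threshold. With fry in place of camera 19 passed, and the NOD-like receptor signaling calls held. With the Reactome set in place of that list, the medians were 0.18, 0.067 and 0.17 and none of them passed. With a correlation estimated for each list, 0 of 63 passed and 2 had an unadjusted p under 0.05, and with the description's column 27 passed. An exact two-sided permutation test of the mean of the list per library could not go below p = 0.1 in set 1 (10 regroupings), and over both sets it gave NOD-like receptor signaling p = 0.01, 0.06 and 0.025 (200 regroupings; 0.0875, 0.175 and 0.125 adjusted over 35 tests).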

The most commonly enriched pathways in these three comparisons (Sa vs. Con-FMT; Sa vs. A10-FMT; Sa vs. A100-FMT) were NOD-like receptor signaling pathway, antigen processing and presentation, and cell adhesion molecules (CAMs). The pathways “NOD-like receptor signaling pathway” and “antigen processing and presentation” are related to immune functions, which suggested that FMT may benefit immune function in murine intestines (Fig. 2d–f). 

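Single members of both immune lists moved in different directions. In the NOD-like receptor signaling list, 33 genes were called in Sa vs. Con-FMT of set 1 (29 increased), 31 in Sa vs. A10-FMT (25 increased) and 40 in Sa vs. A100-FMT (37 increased), and adjusted over the list alone the counts were 42, 31 and 44. For antigen processing and presentation they were 6, 9 and 8 (5, 4 and 6 increased), and adjusted over the list alone 0, 6 and 0. Within the NOD-like receptor signaling list, 12 tested genes also belong to the interferon response list. The members with the highest mean FPKM, Txn1, Hsp90ab1 and Ctsb, changed by -0.0084, -0.23 and 0.026 on the log2 scale in Sa vs. A10-FMT of set 1. B2m (NCBI Gene 12010), the member of antigen processing and presentation with the highest level, rose from 1200 ± 146 FPKM in Sa (SD, n = 2) to 1560 ± 80.5 in A10-FMT (SD, n = 3), a log2 change of 0.39 (standard error 0.09, adjusted p = 0.0049 from limma), with 3 of 3 libraries above both Sa libraries; after adjustment for GC content and length the change of B2m was 0.13. In set 2, 0 of 3 A10-FMT libraries had more B2m than every Sa library and 1 of 3 had less than each of them. H2-D1, another member with a high level, changed by 0.10 in that comparison of set 1, and -0.021 without Sa replicate 1. The change of H2-D1 was larger with the description's column (0.39), after adjustment for GC content and length (0.33), with quantile normalization (0.33) and without Sa replicate 3 (0.23). MHC genes share reads between near-identical copies, so their values are uncertain.

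The MHC class I and II genes as a list of their own (34 genes, 19 tested) had median log2 changes of 0.14, 0.10 and -0.24 in set 1 (adjusted p = 0.95, 0.504 and 0.337 from limma's camera), the last turning to 0.14 with the description's column.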

The pathway “cell adhesion molecules” was more significantly enriched in A10-FMT than Con-FMT, this indicated that cell junction improvement was more profound in A10-FMT, which is reflected by the following results (Fig. 2d–f). 

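A10-FMT and Con-FMT were compared with each other. No Sa library enters their difference, but the Sa libraries enter the shared estimate of the spread. In set 1, the median log2 change of the cell adhesion molecules list from Con-FMT to A10-FMT was -0.038, with 22 of 53 genes higher (adjusted p = 0.913 from limma's camera). Trimmed-mean scaling turned it to 0.032 and adjustment for GC content and length to 0.016, and with fry in place of camera the test passed the threshold. Over the list, 8 genes were called in Sa vs. Con-FMT (6 increased), 11 in Sa vs. A10-FMT (4 increased) and 10 in Sa vs. A100-FMT (6 increased), and adjusted over the list alone 7, 8 and 3. Without its MHC genes, 34 of the list's genes were tested and the medians were 0.015, -0.054 and -0.053 against Sa (cell adhesion molecules without MHC genes, adjusted p = 0.876, 0.504 and 0.54 from limma's camera). By library, the mean of the full list, centred per gene, lay between 0.0245 and 0.0594 in Sa, 0.0226 and 0.173 in Con-FMT and -0.034 and 0.108 in A10-FMT of set 1, so the groups overlapped there. In set 2, Con-FMT lay between 0.0371 and 0.201 and A10-FMT lower, between -0.147 and 0.0109, without overlap. An exact two-sided permutation test of these means over both sets gave a difference of -0.118 from Con-FMT to A10-FMT (p = 0.045, and 0.175 after adjustment).

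A list of cell junction genes (41 genes, 33 tested, 12 of them shared with cell adhesion molecules) gave medians of 0.14, 0.037 and 0.072 against Sa (adjusted p = 0.494, 0.599 and 0.695 from limma's camera), the last turning to -0.00093 with trimmed-mean scaling. Its member Tjp1 (NCBI Gene 21872), which encodes ZO-1, stood at 15.8 ± 5.59 FPKM in Sa (SD, n = 2), 21.3 ± 0.684 in Con-FMT, 15.8 ± 1.89 in A10-FMT and 19 ± 1.55 in A100-FMT (SD, n = 3 each). Its log2 change from Con-FMT to A10-FMT was -0.42 (standard error 0.13, adjusted p = 0.034 from limma), lower in 3 of 3 libraries. Cdh1, encoding E-cadherin, also fell by 0.26 between these groups (standard error 0.049, adjusted p = 0.0021 from limma), in 3 of 3 libraries. Other junction genes moved both ways between these groups in set 1. Ocln was below every Con-FMT library in 3 of 3 A10-FMT libraries. Cldn4 and Cldn15 were above every Con-FMT library in 3 of 3, and Cldn3 in 2 of 3. In set 2, Tjp1 and Cdh1 changed the other way, by 0.079 and 0.045 (adjusted p = 0.86 and 0.78 from limma), with 2 of 3 A10-FMT libraries above every Con-FMT library for each. Cldn3 and Cldn7 changed by -0.38 and -0.23 in Sa vs. A10-FMT of set 1 (adjusted p = 0.035 and 0.09 from limma), and by 0.016 and 0.095 with the description's column. Gja4, encoding Cx37, and Cldn1 were below the level tested. All these values are RNA levels and do not test the protein levels that the paper reports for junction molecules.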

There were a few pathways enriched in A10-FMT/A100-FMT but not in Con-FMT such as endocytosis which indicated that A10-FMT/A100-FMT more beneficially improved small intestine function (Fig. 2d–f). On the other hand, the decreased genes in these three comparisons were enriched into functional pathways dissimilar to those in the increased genes, and the significance of the enrichment was lower (Supplementary Fig.2i-k).

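The endocytosis list has 203 genes, of which 164 were tested. Its median log2 change in set 1 was 0.096 in Sa vs. Con-FMT (97 of 164 genes higher, adjusted p = 0.512 from limma's camera), 0.062 in Sa vs. A10-FMT (102 higher, adjusted p = 0.0573) and 0.056 in Sa vs. A100-FMT (95 higher, adjusted p = 0.815). The last turned to -0.016 with trimmed-mean scaling. With fry, the list passed the threshold in all 3 comparisons. Sa vs. A10-FMT alone also passed it with all genes above 0 FPKM (median 0.051), genes of at least 5 FPKM (0.066), quantile normalization (0.069), trimmed-mean scaling (0.063), the description's column (0.025), the GC adjustment (0.087), and without A10-FMT replicate 1 (0.0615) or 2 (0.056). From Con-FMT to A10-FMT the median was 0.018 (88 of 164 higher, adjusted p = 0.0785 from limma's camera). In set 2 the medians were -0.013, -0.0076 and -0.012 (73, 76 and 75 genes higher, adjusted p = 0.916, 0.0313 and 0.0275 from limma's camera). Called members numbered 44 in Sa vs. Con-FMT (36 increased), 49 in Sa vs. A10-FMT (35 increased) and 49 in Sa vs. A100-FMT (40 increased), and adjusted over the list alone 45, 48 and 47. Leaving out the MHC genes left 150 genes, with medians of 0.092, 0.051 and 0.067. Hspa8 and Arf1, 2 of its members with the highest level, changed by 0.0097 and -0.056 in Sa vs. A10-FMT of set 1.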

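Among the genes decreased in set 1, 559 were called in all 3 comparisons with Sa, of 2702 called in any of them, and 683 of 3425 increased genes were shared. The comparisons use the same Sa libraries, so their log2 changes correlate without any effect of FMT. Across genes, Pearson's r was 0.67 between Con-FMT and A10-FMT, 0.81 between Con-FMT and A100-FMT and 0.77 between A10-FMT and A100-FMT, where simulated unchanged groups gave 0.59, 0.59 and 0.60. The simulation gave all libraries the same spread per gene and so left out the larger deviation of Sa replicate 3. An r above the simulated one therefore cannot be read as a shared effect of FMT. With the description's column, r was 0.47, 0.63 and 0.64, and 3 decreased and 39 increased genes were shared. Over both sets, 0 decreased and 4 increased genes were.

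The decreased genes of set 1 had a median GC content of 55.3% in Sa vs. Con-FMT, 54.5% in Sa vs. A10-FMT and 54.9% in Sa vs. A100-FMT, and the increased genes 45.6%, 46.9% and 45.9%. Spearman's rho between log2 change and GC content across genes was -0.63, -0.50 and -0.56, and 0.044, 0.13 and 0.033 with the description's column. Of the lists, the crypt proliferation list fell in Sa vs. A10-FMT (median -0.30, 4 of 17 genes higher, adjusted p = 0.00618 from limma's camera). The lists of Paneth cell antimicrobial genes (median -0.91, 4 of 30 higher, adjusted p = 6.58e-06 from limma's camera) and enteroendocrine cells (median -0.36, 3 of 12 higher, adjusted p = 0.00913) fell in Sa vs. A100-FMT. By library, however, the mean of the Paneth cell antimicrobial genes was -0.192 and -0.121 in Sa of set 1 and -0.72, -1.06 and 0.406 in A100-FMT, so that replicate 3 of A100-FMT lay above both Sa libraries, and in Sa of set 2 it ran from -1.1 to 0.823. These lists kept their direction in those comparisons under quantile normalization, trimmed-mean scaling, the description's column and an adjustment for GC content and length.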

Furthermore, the increased genes from the three comparisons (Sa vs. Con-FMT, Sa vs. A10-FMT, A100-FMT) were determined by multiple enrichment analysis (Metascape: http://metascape.org/gp/index.html#/ main/step1). Results showed that the common functional groups were related to cell defense (Fig. 3a, b). 

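The interferon response list, the nearest to cell defense of the lists used here, has 80 genes, of which 70 were tested. In set 1 its median log2 change was 0.70 in Sa vs. Con-FMT (65 of 70 genes higher, adjusted p = 9.93e-14 from limma's camera), 0.64 in Sa vs. A10-FMT (63 higher, adjusted p = 3.06e-15) and 0.64 in Sa vs. A100-FMT (65 higher, adjusted p = 1.03e-11). In set 2 it was 0.39, 0.099 and 0.17, with 66, 48 and 54 genes higher (adjusted p = 8.33e-50, 0.00935 and 0.0016 from limma's camera), and over both sets 0.53, 0.37 and 0.42, with 67, 64 and 66 higher (adjusted p = 2.5e-36, 7.51e-26 and 7.29e-19). No FMT group had members called as decreased in set 1, and 50, 48 and 49 were called as increased (52, 49 and 52 adjusted over the list alone). Over both sets 37, 7 and 16 members were called, all increased, and 60, 51 and 59 adjusted over the list alone. These calls held with fry and were lost with the estimated correlation. An exact two-sided permutation test of the mean of the list per library over both sets gave p = 0.005 in Sa vs. Con-FMT, 0.02 in Sa vs. A10-FMT and 0.005 in Sa vs. A100-FMT (200 regroupings, the smallest possible p being 0.005; 0.0583, 0.125 and 0.0583 after adjustment).

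The mean of the list per library lay between -0.759 and -0.182 in Sa of set 1 and between 0.113 and 0.295 in its FMT libraries. Sa replicate 3 of set 1 had the lowest value, and without it the medians over both sets were 0.36, 0.21 and 0.23. In set 2, Sa lay between -0.274 and -0.215, Con-FMT between 0.145 and 0.217, A10-FMT between -0.228 and 0.0781 and A100-FMT between -0.172 and -0.0167. The median from Con-FMT to A10-FMT was 0.0077 in set 1 and -0.28 in set 2 for the interferon response list (3 of 70 genes higher, adjusted p = 5.06e-22 from limma's camera), the former turning to -0.0029 with quantile normalization. The members with the highest mean FPKM were Ly6e, Lgals3bp and Ifi27l2b. In Sa vs. A10-FMT of set 1 they changed by -0.093, -0.057 and 0.64 on the log2 scale, and with the description's column by 0.15, 0.18 and 0.99.

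**Figure D2:**
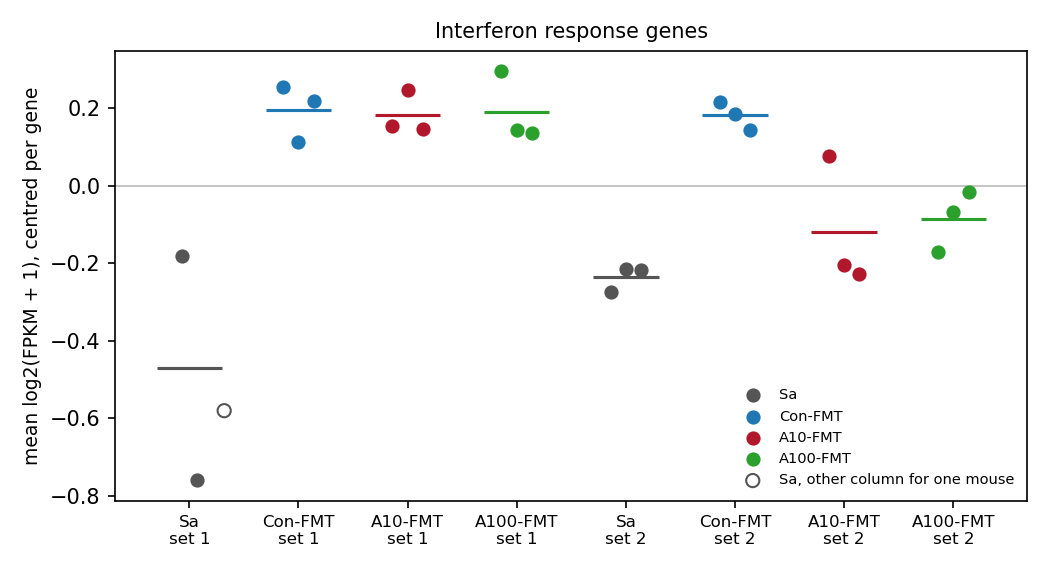
Mean log2(FPKM + 1) of the interferon response list, centred per gene, for each library by treatment and set. Dots are libraries, bars are group means and the open circle is the description's column; the Sa libraries of set 1 lie between -0.759 and -0.182, below the FMT libraries of that set.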

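Digestion and absorption were followed with a list of brush-border digestion and absorption genes (71 genes, 69 tested) and one of protein digestion and absorption (92 genes, 28 tested), which share 22 tested genes. In set 1 the median log2 change of the brush-border list was 0.068 in Sa vs. Con-FMT (42 of 69 genes higher, adjusted p = 0.989 from limma's camera), 0.41 in Sa vs. A10-FMT (60 higher, adjusted p = 1.03e-11) and 0.23 in Sa vs. A100-FMT (56 higher, adjusted p = 0.0586). From Con-FMT to A10-FMT it was 0.34 (59 higher, adjusted p = 8.98e-21 from limma's camera). Called members numbered 6 in Sa vs. Con-FMT (4 increased), 42 in Sa vs. A10-FMT (39 increased) and 22 in Sa vs. A100-FMT (20 increased), and adjusted over the list alone 1, 49 and 18. The protein digestion and absorption list had medians of 0.024, 0.32 and 0.11 (16, 18 and 18 of 28 genes higher, adjusted p = 0.81, 0.00757 and 0.712 from limma's camera), with 2, 19 and 11 members called (0, 21 and 11 adjusted over the list alone). With a Reactome set in place of the brush-border list, the median was 0.070 in Sa vs. A10-FMT and -0.033 from Con-FMT to A10-FMT, and neither passed the threshold. The brush-border list passed it in Sa vs. A100-FMT under further settings, among them the description's column (0.26), quantile normalization (0.25) and without A100-FMT replicate 3 (0.25).

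In set 2 the list of brush-border digestion and absorption genes decreased, with medians of -0.091, -0.42 and -0.25 (21, 5 and 12 of 69 genes higher, adjusted p = 0.0408, 5.3e-38 and 1.25e-17 from limma's camera), and from Con-FMT to A10-FMT it fell by 0.35 (8 higher, adjusted p = 8e-34). The difference in Sa vs. A10-FMT between the sets was tested directly, with a median of 0.78 (64 of 69 genes higher in set 1, adjusted p = 1.08e-21 from limma's camera). Over both sets the medians were -0.0013, 0.014 and -0.024. By library, the list mean was -0.314 to -0.0242 in Sa and 0.257 to 0.393 in A10-FMT of set 1, and 0.0453 to 0.165 in Sa and -0.367 to -0.237 in A10-FMT of set 2. An exact two-sided permutation test of this mean could not go below p = 0.1 within a set. In Sa vs. A10-FMT and from Con-FMT to A10-FMT, this exact permutation test gave p = 0.1 in each set. These became 0.175 in set 1 and 0.269 in set 2 after adjustment. Over both sets, where opposite changes cancel, the exact permutation test gave p = 0.88 and 0.91 (adjusted 0.97 each). The difference between the sets was not given this test, and its p-value rests on camera's preset correlation.

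Of the members with the highest mean FPKM in either list, Apoa1 (NCBI Gene 11806) changed by 0.80 in Sa vs. A10-FMT of set 1 (standard error 0.21, adjusted p = 0.01 from limma), Rbp2 by 0.77 (standard error 0.15, adjusted p = 0.0022), Anpep by 0.57 (standard error 0.095, adjusted p = 0.00088) and Mep1b by 0.87 (standard error 0.11, adjusted p = 0.00051). For each of these 4 genes, 3 of 3 A10-FMT libraries were above both Sa libraries in set 1. In set 2, 3 of 3 were below every Sa library for Apoa1, Anpep and Mep1b, and 2 of 3 for Rbp2. Atp1b1 changed by 0.33 (adjusted p = 0.021 from limma), and by 0.056 without Sa replicate 3 of set 1.

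**Figure D3:**
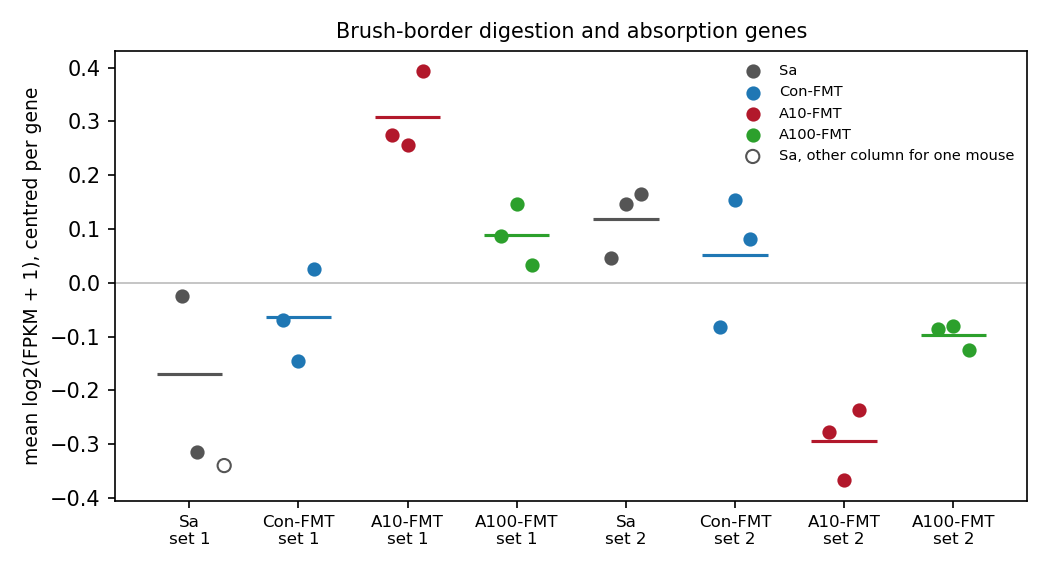
Mean log2(FPKM + 1) of the brush-border digestion and absorption list, centred per gene, for each library by treatment and set. Dots are libraries, bars are group means and the open circle is the description's column; A10-FMT lies between 0.257 and 0.393 in set 1 and between -0.367 and -0.237 in set 2.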

The most specific functional groups were enriched in Sa vs. A10-FMT, including cell adhesion molecules, digestion, and absorption which reflected the recovery of the small intestine (Fig. 3a). The results suggested that the small intestine was improved by A10-FMT more profoundly, and as we reported recently, AOS 10 mg/kg was the best concentration for this improvement [23].

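Con-FMT and A10-FMT differed in 1891 genes of set 1 (590 increased and 1301 decreased from Con-FMT to A10-FMT), and without Con-FMT replicate 1 in 951. With trimmed-mean scaling (1504 genes) and after adjustment for GC content and length (2159 genes), more genes were increased than decreased. With the description's column 3725 genes differed, as the Sa libraries enter the shared estimate of the spread. Con-FMT and A100-FMT differed in 46 (22 increased and 24 decreased), and without A100-FMT replicate 2 in 1. In set 2 the counts were 43 (1 increased) and 0, with 1270 genes at an unadjusted p under 0.05 for the latter. The 43 fell to 0 without Con-FMT replicate 2 of that set. Averaged over both sets, Con-FMT and A10-FMT differed in 0 genes, with 697 at an unadjusted p under 0.05. Of the 1891 genes, 84 changed in the same direction in set 2 (4.44%), and Pearson's r between the log2 changes of the sets was -0.47 across all genes tested.

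Vil1 (NCBI Gene 22349), a marker of the brush border, stood in set 1 at 658 ± 2.6 FPKM in Sa (SD, n = 2), 687 ± 24 in Con-FMT, 855 ± 57.8 in A10-FMT and 717 ± 38 in A100-FMT (SD, n = 3 each). Its log2 change was 0.37 in Sa vs. A10-FMT (standard error 0.068, adjusted p = 0.0013 from limma) and 0.31 from Con-FMT to A10-FMT (standard error 0.061, adjusted p = 0.0027), with 3 of 3 libraries above every library of the other group. In set 2 it stood at 712 ± 26.4 in Sa, 701 ± 53.5 in Con-FMT, 609 ± 16.2 in A10-FMT and 597 ± 7.41 in A100-FMT (SD, n = 3 each), with 3 of 3 A10-FMT libraries below every Sa library. The paper's result for Vil1 is a protein level, which these RNA levels do not test.

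The paper states that the functional groups of Sa vs. A10-FMT, among them cell adhesion molecules, digestion and absorption (Fig. 3a), reflected a recovery of the small intestine, and it proposes that A10-FMT improved the small intestine more profoundly.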

**Fig. 3:**
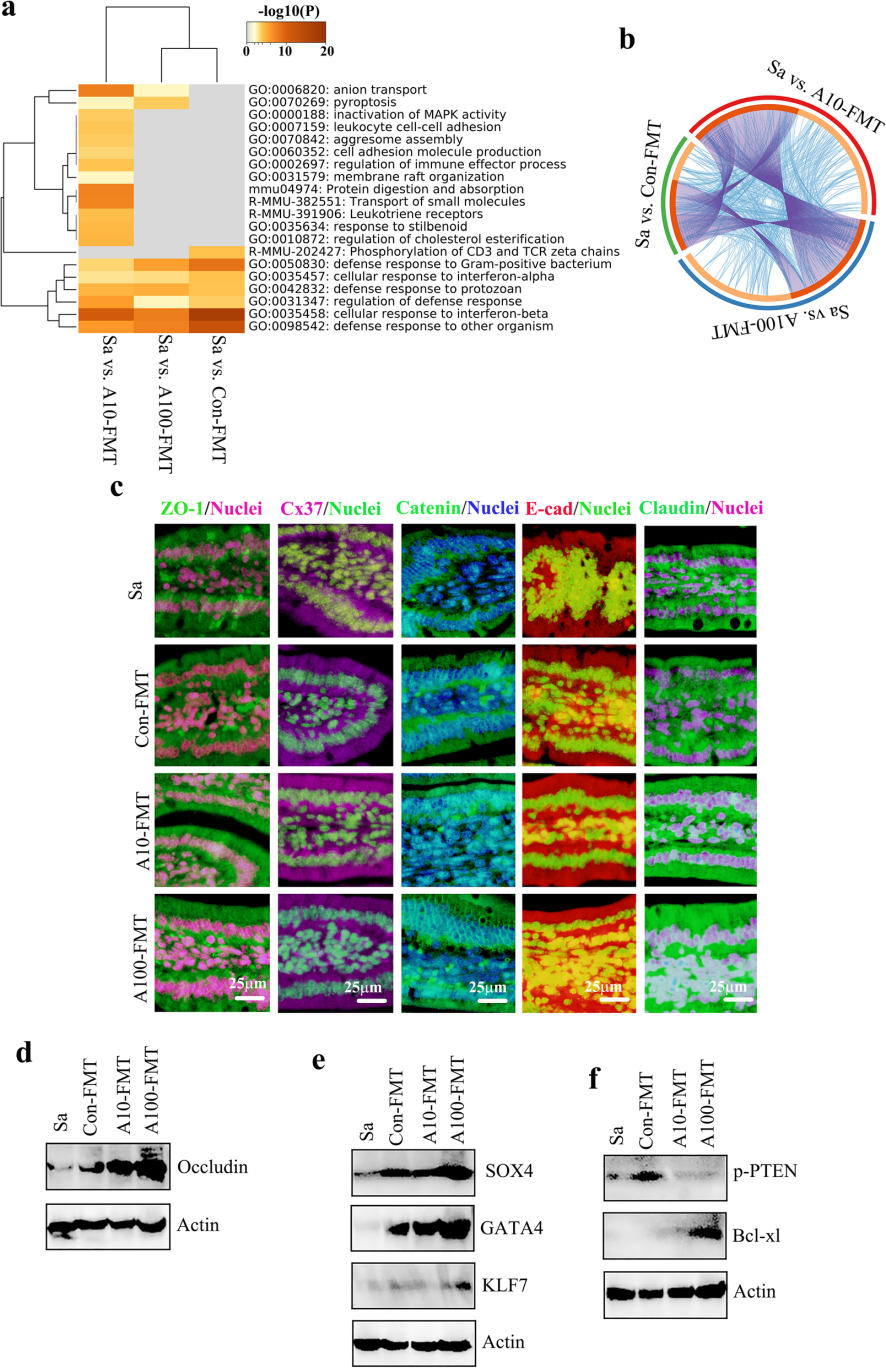
Multiple enrichment analysis and cell junction protein levels. **a** Multiple enrichment analysis for the increased genes in Sa vs. Con-FMT, Sa vs. A10-FMT, and Sa vs. A100-FMT using the online tool in Metascape. **b** Circos plots showing an interaction between these comparisons. The shared marker genes are linked by purple lines, and similar terms are linked by blue lines. **c** Immunofluorescence staining (IHF) for some of the cell junction molecules in murine small intestines. **d** Western blotting analysis of cell junction protein occludin in small intestine samples. **e** Western blotting analysis of transcriptional factors in small intestine samples. **f**, Western blotting analysis of p-PTEN and Bcl-xl in small intestine samples

Since “CAM” was enriched in the RNA-seq data, the important cell adhesion molecules (cell junction proteins) were determined in the small intestine samples. Protein levels of important cell junction molecules ZO-1, Cx37, Catenin, E-cad (E-cadherin), and claudin were lowest in the Sa group, higher in Con-FMT, and highest in A10-FMT and A100-FMT (Fig. 3c), which suggested that A10-FMT and A100-FMT had a more profound effect on small intestine improvement. The data were confirmed by Western blotting analysis for occludin (Fig. 3d). In our earlier study, we found that AOS improved transcriptional factors in the small intestine. In the current investigation, the protein levels of transcriptional factors SOX4, GATA4, and KLF7 were lowest in Sa, while highest in A100-FMT (Fig. 3e). At the same time, the level of apoptosis was higher in Sa and Con-FMT while lower in A10-FMT and A100-FMT, as indicated by the protein levels of p-PTEN and Bcl-xl (Fig. 3f). All the data in this section strongly suggested that A10-FMT and A100-FMT were more beneficial to the busulfan-impaired small intestine than Con-FMT, and the data matched well with our earlier study [23].

### A10-FMT/A100-FMT benefited gut microbiota more profoundly than Con-FMT

To explore small intestine improvement by FMT through the gut microbiota, gut microbial proportions were determined by 16S-rDNA sequencing analysis (Supplementary Fig. 3; Supplementary Table 2). The differences in bacterial composition between the four treatment groups were separated by weighted PCoA; however, group Sa and Con-FMT were not well separated (Fig. 4a). Levels of the “beneficial” bacteria *Bacteroidetes* were higher in the A10-FMT and A100-FMT groups, while the “harmful” bacteria *Firmicutes* was elevated in the Sa and Con-FMT groups (Fig. 4b). Moreover, the “harmful” bacteria *Akkermancia* was present just in Sa group. Furthermore, the ratio of *Bacteroidetes*/*Firmicutes* was higher in A10-FMT and A100-FMT than that in Sa or Con-FMT even though the difference was not significant (Fig. 4c), which indicated that A10-FMT and A100-FMT benefited gut microbiota more profoundly than Con-FMT. LEFSe was performed to further explore the difference in bacterial content between the four groups (Fig. 4d, e). *Leuconostocaceae* were enriched in A100-FMT while not in other groups, which suggested that A100-FMT increased the beneficial bacteria as we found in our earlier study [23].

**Fig. 4:**
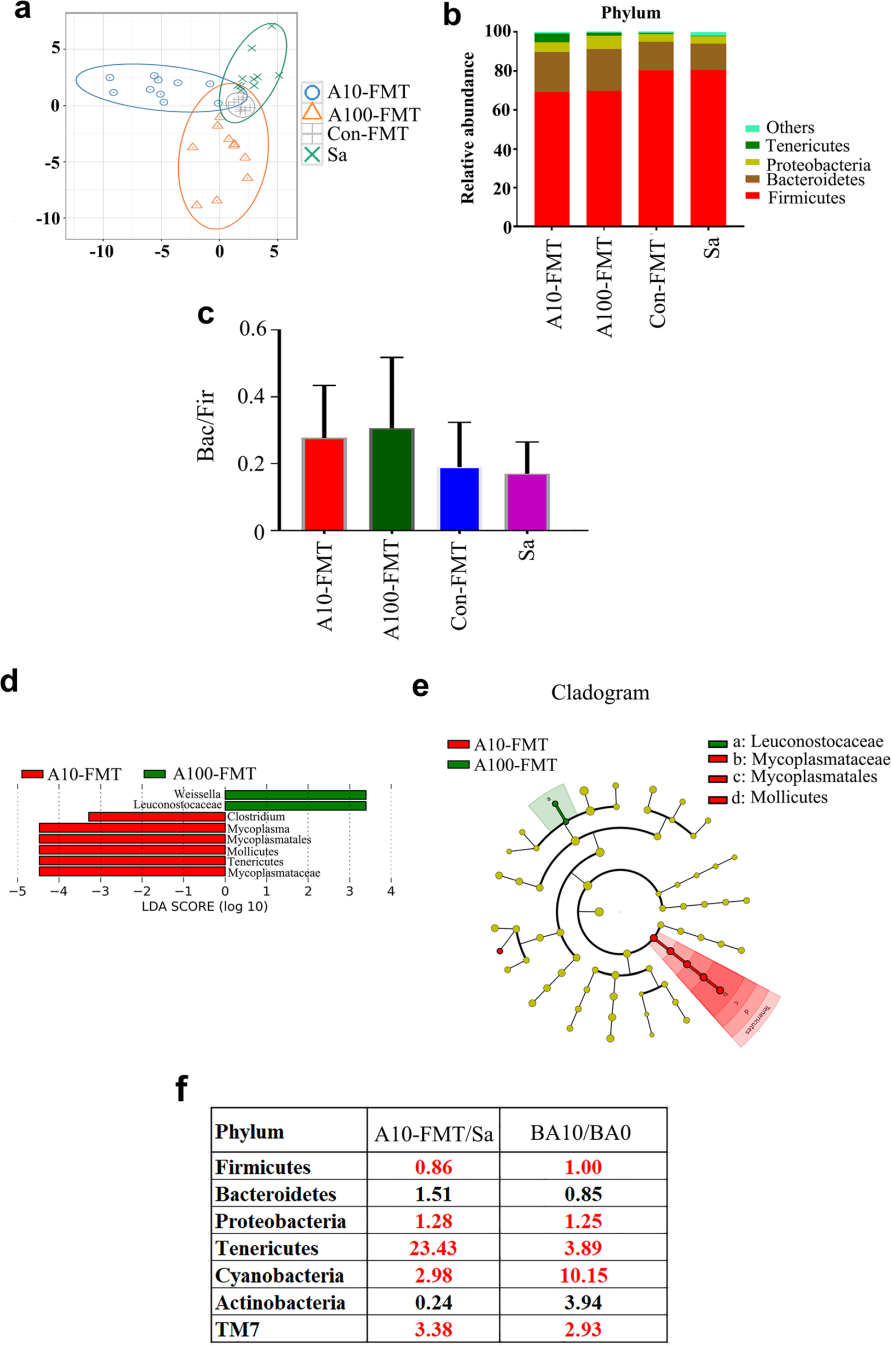
Changes in small intestinal microbiota after FMT treatment. **a** The PLS-DA of the microflora in different treatments. **b** Differences of bacterial abundance at the phylum level. **c** The ratio of *Bacteriodetes* to *Firmicutes*. **d** LDA distribution. **e**, Cladogram. Linear discriminate analysis effect size (LEfSe) was performed to determine the difference in abundance; the threshold of LDA score was 4.0 (*n* = 15 samples/group). **f** Correlation of intestinal microbiota after FMT treatment and gut microbiota after 2-weeks of AOS treatment

The gut microbiotas in the FMT study and the AOS direct treatment study were determined to search for correlations between these two studies. The ratios of A10-FMT/Sa in the FMT study and BA10/BA0 in the AOS direct treatment study showed similar trends for most microbiotas at the “phylum” level (Fig. 4f), which suggested the microbes in these two studies were well correlated.

### A10-FMT/A100-FMT recovered the blood metabolome more profoundly than Con-FMT

Gut microbiota plays vital roles in nutrient digestion and absorption to influence blood metabolism [38]. Next, we set out to explore the effects of FMT on the blood metabolome using ultra-performance liquid chromatography-coupled time-of-flight mass spectrometry (UPLC-ESI-QTOFMS) and examine the correlation between blood metabolism and the gut microbiota. Con-FMT, A10-FMT, and A100-FMT significantly changed blood metabolites (Fig. 5a–c). The plot from the partial least squares discriminant analysis (PLS-DA) clearly presents the differences in metabolite composition between Sa and Con-FMT, Sa and A10-FMT, and Sa and A100-FMT (Fig. 5d–f; Supplementary Fig. 4a). There were 131, 132, and 129 significantly changed metabolites (positive and negative modes) for the following comparisons: Sa vs. Con-FMT, Sa vs. A10-FMT, and Sa vs. A100-FMT, respectively (Data file 1). The metabolites in each comparison were correlated with each other (Fig. 5 g–i; Supplementary Fig. 4). It was interesting to notice that the 53 metabolites common for Sa vs. A10-FMT and Sa vs. A100-FMT had similar trends (Fig. 5j; Supplementary Table 3), which suggested that A10-FMT and A100-FMT influenced blood metabolites in the same manner. Thirty metabolites were common for the comparisons control vs. Sa, Sa vs. A10-FMT, and Sa vs. A100-FMT, while no metabolites from Sa vs. Con-FMT were common with the latter 30 metabolites. Moreover, 15 out of the 30 metabolites were increased by busulfan (in control vs. Sa) while they were decreased by A10-FMT and A100-FMT (in Sa vs. A10-FMT and Sa vs. A100-FMT; Fig. 5 k). In addition, two out of the 30 metabolites were decreased by busulfan (in control vs. Sa) while they were increased by A10-FMT and A100-FMT (in Sa vs. A10-FMT, Sa vs. A100-FMT; Fig. 5k), which suggested that A10-FMT and A100-FMT produced a superior improvement in the blood metabolome. Most of these 30 metabolites were lipid-like molecules that play very important roles in small intestine function, which indicated that A10-FMT/A100-FMT recovered those metabolites that were upset by busulfan in the blood.

**Fig. 5:**
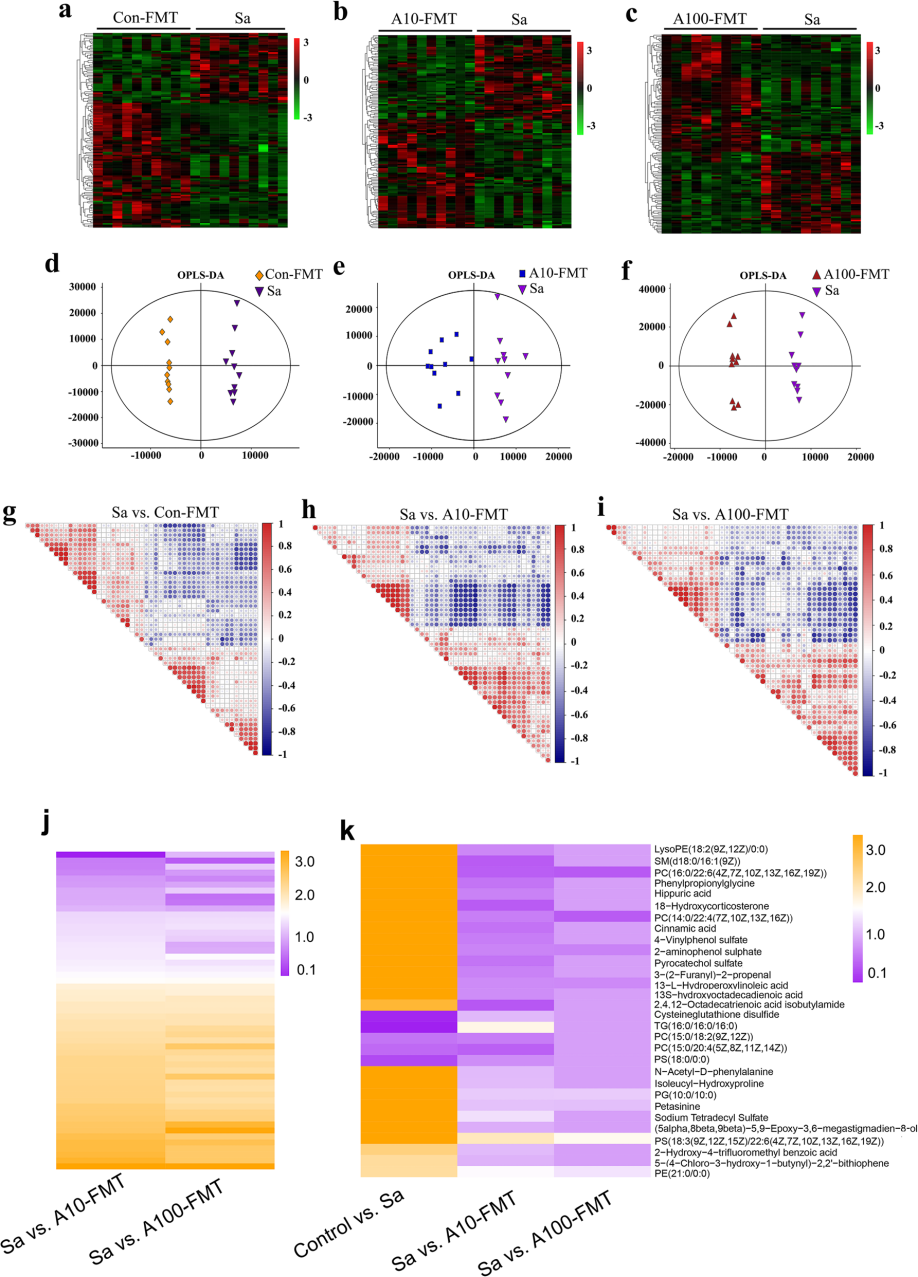
Blood metabolome changes. **a** Heatmap of changed blood metabolites in Sa and Con-FMT. **b** Heatmap of changed blood metabolites in Sa and A10-FMT. **c** Heatmap of changed blood metabolites in Sa and A100-FMT. **d** PLS-DA of murine blood metabolites in the Sa and Con-FMT groups. **e** PLS-DA of murine blood metabolites in the Sa and A10-FMT groups. **f** PLS-DA of murine blood metabolites in the Sa and A100-FMT groups. **g** Correlation of the metabolites in Sa vs. Con-FMT. **h** Correlation of the metabolites in Sa vs. A10-FMT. **i** Correlation of the metabolites in Sa vs. A100-FMT. **j** Heatmap of commonly changed blood metabolites in Sa vs. A10-FMT and Sa vs. A100-FMT. **k** Heatmap of commonly changed blood metabolites in control vs. Sa, Sa vs. A10-FMT, and Sa vs. A100-FMT

The functions of these changed metabolites were determined by KEGG pathway analysis. The common pathways enriched in the three comparisons (Sa vs. Con-FMT; Sa vs. A10-FMT; Sa vs. A100-FMT) included choline metabolism in cancer, glycerophospholipid metabolism, retrograde endocannabinoid signaling, linoleic acid metabolism, and glycosylphosphatidylinositol (GPI) anchor biosynthesis (Fig. 6a–c). The specific pathways enriched in Sa vs. A10-FMT were aldosterone synthesis and secretion, PPAR signaling pathways, fructose and mannose metabolism, and galactose metabolism. The specific pathways enriched in A100-FMT included fat digestion and absorption, cholesterol metabolism, carbohydrate digestion and absorption, and vitamin digestion and absorption (Fig. 6a–c). Although there were some different pathways in the comparison of Sa vs. A10-FMT and Sa vs. A100-FMT, they had lots of pathways in common. And these pathways reflected the benefit advantages of A10-FMT and A100-FMT in the improvement of the small intestine function. The data herein suggested that A10-FMT and A100-FMT were superior to Con-FMT for improving blood metabolites.

**Fig. 6:**
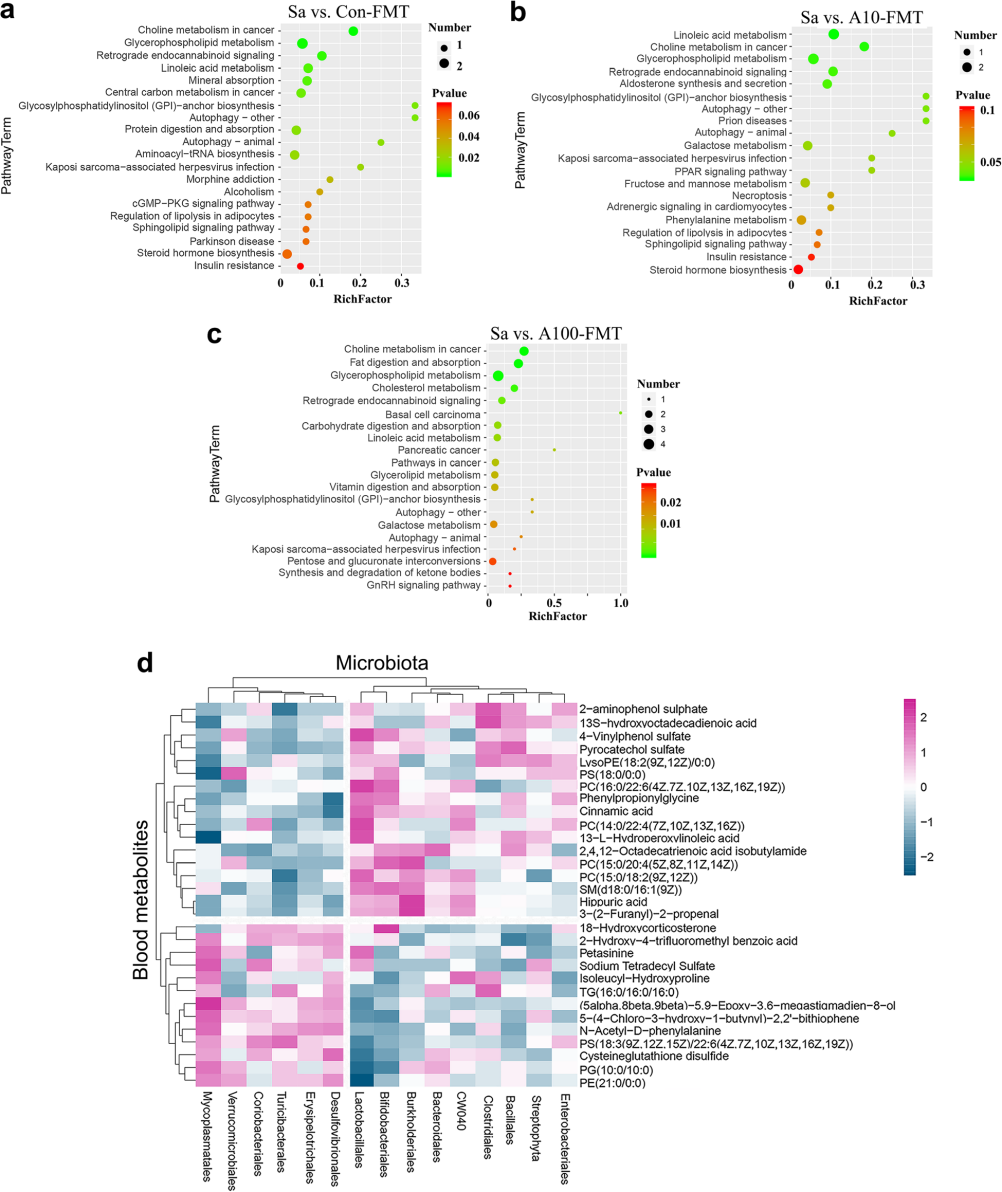
Correlations of blood metabolome and gut microbiota. **a** KEGG enriched pathways of changed blood metabolites in Sa vs. Con-FMT. **b** KEGG enriched pathways of changed blood metabolites in Sa vs. A10-FMT. **c** KEGG enriched pathways of changed blood metabolites in Sa vs. A100-FMT. **d** Correlation of blood metabolites and gut microbiota

The correlation of blood metabolites and gut microbiota was analyzed by Spearman’s correlation coefficient (Fig. 6d). The blood metabolites were divided into two clusters (up and down; Fig. 6d). Most of the metabolites in the up cluster were increased by Sa (control vs. Sa) while decreased by A10-FMT and A100-FMT. Most of the metabolites in the down cluster had the same trend in control vs. Sa, Sa vs. A10-FMT and Sa vs. A100-FMT. The microbiotas were also separated into two big clusters (left and right; Fig. 6d). The metabolites in the up cluster were positively correlated with the microbes in the right cluster, while the metabolites in the down cluster were positively correlated with the microbes in the left cluster (Fig. 6d). The most correlated microbes with blood metabolites were *Lactobacillales* and *Mycoplasmatales* (Fig. 6d). *Lactobacillales* was positively correlated with the up cluster metabolites (Fig. 6d) which suggested that the “beneficial microbe” *Lactobacillales* assisted in the recovery of blood metabolites because they reflect the normal small intestinal function [23]. Meanwhile, *Mycoplasmatales* was positively correlated with the down cluster metabolites (Fig. 6d), which suggested that the “harmful microbe” *Mycoplasmatales* was not able to assist in the recovery of blood metabolites [23]. The data suggested that A10-FMT and A100-FMT improved small intestine function and gut microbiota to recover the blood metabolome.

## Discussion

The intestine possesses the largest mucosal surface of the body; it produces mucins, hormones, and antimicrobial molecules to build a physical and chemical barrier to protect the body against pathogenic microbes; and it also digests and absorbs nutrients into the blood [9, 40]. Moreover, tight junction proteins (TJs) and the proteins related to cell renewal play important roles in maintaining the gut barrier [41]. Furthermore, gut microbiota plays a vital role in the regulation and function of the intestinal barrier [42], and disturbance of gut microbiota may lead to the disruption of the gut barrier to cause multiple diseases [43, 44]. Since FMT is successful in the treatment of *Clostridium difficile* infection (CDI) and inflammatory bowel disease (IBD), great interest has been bolstered to investigate its potential applications for other diseases [31, 32, 35]. Regular FMT involves transferring microbiota from healthy donors to recipients (patients) to modify their gut microbiota to cure diseases [31, 32, 35]. However, it is unknown whether the FMT from a donor effectively functions in a recipient. In our recent study, we found that a 5-week AOS dosing program benefited murine gut microbiota through an increase in “beneficial” microbes such as *Bacteroidales* and *Lactobacillaceae* and a decrease in “harmful” bacteria, such as *Desulfovibrionaceae* [37]. Moreover, in the current investigation, we found that a 2-week AOS dosing program also improved gut microbiota through an increase in “beneficial” microbes such as *Bacteroidales* and *Lactobacillaceae*. The gut microbiota and blood metabolites were also well correlated, which suggested that AOS benefited gut microbiota to heal the small intestine and then recover blood metabolites. Furthermore, FMT from AOS-dosed mice rescued the busulfan-disrupted small intestine, benefited gut microbiota, and recovered blood metabolites more profoundly than FMT from control mice (no AOS dosing). This is the first study to demonstrate that FMT from a donor with desirable microbiota produced superior results to FMT from a control donor in the improvement of small intestinal function.

FMT from AOS-dosed mice produced more profound improvements over FMT from control mice on small intestine function through the recovery of the expression of those genes involved in immune functions, cell junctions, and nutrient digestion and absorption. There was a small difference for A10-FMT and A100-FMT, although overall A10-FMT produced a more profound improvement than A100-FMT. Multiple functional enrichment analysis showed that those genes increased by A10-FMT were enriched into more functional pathways related to normal intestinal functions. At the same time, FMT from AOS-dosed mice were more effective than FMT from control mice in increasing the protein levels of cell junction proteins ZO-1, Cx37, catenin, E-cadherin, claudin, and occludin, which are important for maintaining the small intestine barrier and functions [8, 23, 31]. The data suggested that FMT from AOS-dosed mice rescued small intestine function in a similar manner as AOS did [23]. FMT from AOS-dosed mice showed a more profound benefit on gut microbiota than FMT from control mice, through an increase in the “beneficial” microbe *Leuconostocaceae*. This data matched data from AOS-dosed mice with an increase in “beneficial” microbes such as *Bacteroidales* and *Lactobacillaceae*. Moreover, the proportion of gut microbiota in A10-FMT/Sa was similar to that in BA10/BA0. Nutrient digestion and absorption take place in the small intestine [9, 40]; thus, the improved small intestine may reflect an improvement in the blood metabolome. Furthermore, FMT from AOS-dosed mice was more successful in recovering the blood metabolome than FMT from control mice. FMT from AOS-dosed mice also decreased the levels of busulfan-increased metabolites. On the other hand, FMT from AOS-dosed mice increased the levels of busulfan-decreased metabolites. Moreover, FMT from AOS-dosed mice improved specific blood metabolites involved in small intestinal functions such as aldosterone synthesis and secretion, fructose and mannose metabolism, galactose metabolism, fat digestion and absorption, cholesterol metabolism, carbohydrate digestion and absorption, and vitamin digestion and absorption, which indicated that FMT from AOS-dosed mice was superior in improving murine blood metabolism and small intestine function [38]. Furthermore, the correlation of gut microbiota and blood metabolites demonstrated that the “beneficial” microbe *Lactobacillales* assisted the recovery of blood metabolites [23], while the “harmful” microbe *Mycoplasmatales* did not. In summary, the data confirmed our hypothesis that FMT from a donor with superior microbiota had a more profound effect on small intestine function. FMT from AOS-dosed mice were more successful in improving small intestine function and blood metabolome than FMT from control mice. Our results suggest that gut microbiota from naturally produced AOS-treated donor could be used to prevent small intestinal mucositis induced by chemotherapeutics or other factors in recipients.

## Methods [detailed methods in supplementary information]

### Study design

All animal procedures were approved and conducted in accordance with the Qingdao Agriculture University Animal Care and Use Committee. Mice were maintained under a light:dark cycle of 12:12 h, at a temperature of 23 °C and humidity of 50%–70%; they had free access to food (chow diet) and water [23].

#### Part 1: AOS changed mouse small intestine microbiota

Three-week-old ICR male mice were injected a single dose of busulfan [40 mg/kg body weight (BW)] [23]. The following day, the mice were dosed with ddH_2_O as the control or AOS 10 mg/kg BW via oral gavage (0.1 ml/mouse/day). There were three treatment groups (30 mice/treatment): (1) vehicle control (ddH_2_O) designed as “A0” group; (2) busulfan alone (dosing with ddH_2_O) designated the “BA0” group; (3) busulfan plus AOS 10 mg/kg BW designated as the “BA10” group. AOS dosing solution was freshly made daily in ddH_2_O. Gavage dosing took place every morning for 2 weeks. After treatment, the mice were humanely terminated for the collection of intestinal microbiota samples for analysis.

#### Part 2: Mouse small intestine microbiota collection for the FMT experiment

Three-week-old ICR male mice were treated with ddH_2_O as the vehicle control or AOS 10 mg/kg body weight (BW), or AOS 100 mg/kg BW via oral gavage (0.1 ml/mouse/d). AOS dosing solution was freshly prepared on a daily basis and delivered every morning for 3 weeks. There were three groups (30 mice/treatment): (1) Control (ddH_2_O); (2) A10 (AOS 10 mg/kg BW); (3) A100 (AOS 100 mg/kg BW). After treatment, the mice were humanely euthanized to collect small intestine luminal contents (gut microbiota). The luminal contents from each group were pooled and homogenized, diluted 1:1 in 20% sterile glycerol (saline), and frozen. Before inoculation, small intestinal content samples were diluted in sterile saline to a working concentration of 0.05 g/ml and filtered through a 70-μm cell strainer (FMT).

#### Part 3: Gut microbiota transplants (FMT) [39]

Three-week-old ICR male mice were injected a single dose of busulfan [40 mg/kg body weight (BW)] [23]. The following day, the mice were dosed with saline as the control or FMT via oral gavage (0.1 ml/mouse/day). There were four treatment groups (30 mice/treatment): (1) Sa (injection 40 mg/kg BW of busulfan once [23] then dosed with saline); (2) Con-FMT [40 mg/kg BW busulfan once plus gut microbiota from control mice (Part 2)]; (3) A10-FMT [40 mg/kg BW busulfan once plus gut microbiota from AOS 10 mg/kg mice (Part 2)]; (4) A100-FMT [40 mg/kg BW busulfan once plus gut microbiota from AOS 100 mg/kg mice (Part 2)]. Recipient mice received oral FMT inoculations once daily for 1 week. The mice were then regularly maintained for another week (5 weeks of age) and then humanely euthanized to collect samples for different analyses.

### RNA isolation and RNA-seq analyses [37]

Briefly, total RNA was isolated using TRIzol Reagent (Invitrogen) and purified using a Pure-Link1 RNA Mini Kit (Cat: 12183018A; Life Technologies) following the manufacturers’ protocol. The library products were prepared for sequencing in an Illumina HiSeqTM 2500. The read number of each gene was transformed into RPKM (reads per kilo bases per million reads), and then differentially expressed genes were identified using the DEGseq package and the MARS (MA-plot-based method with random sampling model) method. Data were then analyzed by GO enrichment, KEGG enrichment, and multiple enrichment online (Metascape: http://metascape.org/gp/index.html#/ main/step1).

### Sequencing of microbiota from small intestine digesta samples and data analysis [37]

#### DNA Extraction

Total genomic DNA of the small intestine digesta was isolated using an E.Z.N.A.R Stool DNA Kit (Omega Bio-tek Inc., USA) following the manufacturer’s instructions.

#### Library preparation and sequencing

The V3-V4 region of the 16S rRNA gene was amplified using the primers MPRK341F (50-ACTCCTACGGGAGGCAGCAG-30) and MPRK806R (50-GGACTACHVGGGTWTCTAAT-30) with barcode. Then, the library was sequenced on the Illumina HiSeq 2500 platform and 300 bp paired-end reads were generated at the Novo gene.

#### Analysis of sequencing data

Operational taxonomic unit abundance information was normalized using a standard of sequence number corresponding to the sample with the least sequences. LEfSe was performed to determine differences in abundance.

### Plasma metabolite measurements using LC-MS/MS

Plasma samples were collected and immediately stored at −80 °C. Before LC-MS/MS analysis, the samples were thawed on ice and processed to remove proteins. Then samples were detected using ACQUITY UPLC and AB Sciex Triple TOF 5600 (LC/MS) as reported previously [23, 37].

### Histopathological analysis

Small intestine tissues were fixed in 10% neutral buffered formalin, paraffin-embedded, cut into 5 μm sections, and subsequently stained with hematoxylin and eosin (H&E) for histopathological analysis.

### Western blotting.

Western blotting analysis of proteins was carried out as previously reported [23, 37]. Briefly, small intestine tissue samples were lysed in RIPA buffer containing the protease inhibitor cocktail from Sangong Biotech, Ltd. (Shanghai, China). The primary antibodies (Abs) are listed in Supplementary Table 4.

### Detection of protein levels and location in the intestine using immunofluorescence staining

The methodology for immunofluorescence staining of small intestine samples is reported in our recent publications [23, 37]. Sections of intestine tissue (5 μm) were prepared and subjected to antigen retrieval and immunostaining as previously described.

### Statistical analysis

Data were analyzed using SPSS statistical software (IBM Co., NY, USA) with a one-way analysis of variance (ANOVA) followed by LSD multiple comparison tests. All groups were compared with each other for every parameter. The data were shown as the mean ± SEM. Statistical significance was based on *p* < 0.05. The correlation matrix between the gut microbiota and blood metabolites was generated using Pearson’s correlation coefficient [45].

## Supplementary information

**Additional file 1: Figure S1.** Small intestinal microbiota changes after 2-weeks of AOS dosing. The alpha index of the small intestine microbiota: a, Chao1 index; b, Shannon index.

**Additional file 2: Figure S2.** Additional data for RNA seq analysis. a, Immunofluorescence staining of Vil1 for small intestine samples. White arrows indicated the Vil1 staining in intestinal samples. b, Volcano plot for the expression of genes in Sa vs. Con-FMT. “no DEGs” means the non-differentially expressed genes. c, Volcano plot for the expression of genes in Sa vs. A10-FMT. d, Volcano plot for the expression of genes in Sa vs. A100-FMT. e, PCA analysis for gene expression of mouse intestine for Sa and Con-FMT groups. f, PCA analysis for gene expression of mouse intestine for Sa and A10-FMT groups. g, PCA analysis for gene expression of mouse intestine for Sa and A100-FMT groups. h, Venn plot shows the changed gene among Sa vs. Con-FMT, Sa A10-FMT, and Sa A100-FMT. i, KEGG enrichment analysis of the genes increased in Sa vs. Con-FMT in mouse small intestine samples. j, KEGG enrichment analysis of the genes increased in Sa vs. A10-FMT in mouse small intestine samples. k, KEGG enrichment analysis of the genes increased in Sa vs. A100-FMT in mouse small intestine samples.

**Additional file 3: Figure S3.** Small intestinal microbiota changes after FMT. The alpha index of the small intestine microbiota: a, Chao1 index; b, Shannon index.

**Additional file 4: Figure S4.** Additional data for blood metabolites. a, Correlation of the most changed metabolites in Sa vs. Con-FMT. b, Correlation of the most changed metabolites in Sa vs. A10-FMT. c, Correlation of the most changed metabolites in Sa vs. A100-FMT.

**Additional file 5: Data file 1.** Metabolite changes for mouse blood samples in the following comparisons: Sa vs. Con-FMT, Sa vs. A10-FMT, and Sa vs. A100-FMT.

**Additional file 6: Table S1.** Relative amounts of microbiota in small intestine samples after 2-weeks of AOS treatment.

**Additional file 7: Table S2.** Relative amounts of microbiota in small intestine samples after FMT.

**Additional file 8: Table S3.** The commonly changed blood metabolites in Sa vs. A10-FMT and A100-FMT.

**Additional file 9: Table S4.** Information for primary antibodies.

## Data Availability

RNA-seq raw data is deposited in NCBI’s Gene Expression Omnibus under accession number GSE137999. The microbiota raw sequencing data generated in this study has been uploaded to the NCBI SRA database with the accession number PRJNA 592378.

# Supplementary material for: Microbiota from alginate oligosaccharide-dosed mice successfully mitigated small intestinal mucositis
**Source:** Microbiome. 2020 Jul 25;8:112. doi: 10.1186/s40168-020-00886-x
**Supplement:** Supplementary file 10 — Additional file 9: Table S4. Information for primary antibodies.

Primary antibody information

| **Gene symbol** | **Name** | **Cat. #** | **Predicted size** | **Source (Animal)** | **Company** |
| --- | --- | --- | --- | --- | --- |
| Bcl-xl | Bcl-xl | bs-1336R | 26kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Claudin | Claudin | bs-2183R | 22kd | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Occludin | Rabbit Anti-Occludin antibody | bs-10011R | 59kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| actin | actin | Ab3280 | 42kDa | Rabbit (polyclonal) | Abcam |
| p-PTEN | Phospho-PTEN | bs-3351R | 44kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Cx37 | Connexin37 | bs-4067R | 37kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| GATA4 | GATA binding factor 4 | bs-23982R | 49kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Klf7 | Krueppel like factor 7 | bs-11865R | 33kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Catenin | Recombinant Anti-delta 1 Catenin/CAS antibody | Ab 92514 | 108kDa | Rabbit (monoclonal) | Abcam |
| SOX4 | SRY box containing gene 4 | bs-11208R | 52kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Vil1 | villin | ab130751 | 93kDa | Rabbit (monoclonal) | Abcam |
| E-cadherin | Anti-E Cadherin | ab11512 | 125kDa | Rat (monoclonal) | Abcam |

Zo-1 ZO1 tight junction protein Ab 190085 191kDa Goat (polyclonal) Abcam

How the deposited data were processed for this re-analysis (not part of the article)

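The sample records list small intestine RNA of 23 mice, 1 library per mouse, in 8 groups: Sa, Con-FMT, A10-FMT and A100-FMT in set 1 and in set 2. All groups had 3 mice except Sa of set 1 with 2. The sets are the groups of libraries with the same code in their sample names, and the code is not explained in the paper's text. The duration of FMT and the age of the mice were assigned to set 1 from the paper's text, since plasma samples in a supplementary file of the paper have the same number in their code; the sample records give neither, and none was assigned to set 2. The authors isolated RNA with TRIzol, sequenced it on an Illumina HiSeq, and state that read numbers were transformed into RPKM and genes called with DEGseq; the deposited values are FPKM, as the column names of the table give it. They carry 2 decimals. The table has 24 columns and 19215 entries, of which 28 are 0 throughout, and 16.23% of all values are 0. No columns were identical, and no column was left without a sample besides the alternative below. Of the 17842 NCBI Gene numbers, 17725 were matched to a symbol and 117 were not, and mitochondrially encoded genes are absent from the table.

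A Sa mouse of set 1 is numbered 3 in its title, while its description names the column of another number. The column of the title was used, and the column of the description was computed as an alternative. The columns were never used together. Whether they come from the same mouse is not known. A Sa group of set 1 holding both columns was not fitted.

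Values were analysed as log2(FPKM + 1) with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, limma 3.58.1 and fgsea 1.28.0. Genes with a mean of at least 1 FPKM over the libraries were tested (11337), and 7878 were not. A linear model with 1 mean per group was fitted with limma (lmFit, contrasts, eBayes with trend), and p-values were adjusted with the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. Each FMT group was compared with Sa, and A10-FMT and A100-FMT with Con-FMT, in set 1, in set 2 and averaged over both sets. The difference of each FMT effect between the sets was tested as an interaction. As no read numbers were used, no count model was fitted, and DEGseq was not repeated. The 2-fold counts are ratios of group means of FPKM with 1 added, and over both sets the geometric mean of the ratios within the sets.

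Gene lists were tested with camera of limma at a correlation of 0.01, adjusted over the lists and comparisons of a set, and lists with fewer than 3 tested genes were left out. They were NOD-like receptor signaling, antigen processing and presentation, MHC class I and II genes, cell adhesion molecules and endocytosis (each also without MHC genes), brush-border digestion and absorption, protein digestion and absorption, interferon response, Paneth cell antimicrobial genes, cell junction genes and the proteins measured in the study. Lists for the make-up of the tissue were smooth muscle, T cells, B cells and plasma cells, Peyer patch follicle, goblet cells, enteroendocrine cells, crypt proliferation, proximal small intestine, distal small intestine, erythroid, pancreatic acinar enzymes, immediate early genes and mitochondrially encoded genes. Exact two-sided permutation tests used the mean of a list per library, with the set kept.

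Genes named are those the paper names, the 3 with the largest and the 3 with the smallest log2 change among the called genes of each FMT vs. Sa comparison in set 1 and over both sets, and the 3 members of each list with the highest mean FPKM. Names outside this rule are marked where they are given, and 1 gene within it is not reported here.

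These tests, lists, the rule for naming genes and most alternatives were set before the data were examined. The alternatives were a pseudocount of 0.1, all genes with a value above 0, a mean of at least 5 FPKM, quantile normalization, trimmed-mean scaling, a fit on the groups compared alone, a replicate block, array quality weights, leaving out each library in turn, fry, a correlation estimated per list, lists without MHC genes, Reactome sets, a ratio of 1.5, and ratios with groups that do not overlap. Chosen after the data were seen were the description's column, an adjustment for GC content and length (the smooth trend of each library's deviation from the median library taken out) and the interaction for Con-FMT vs. A10-FMT. GC content and length came from GENCODE M21 on GRCm38 and were known for 10527 of the tested genes (92.86%).

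The depth of the libraries is not known. From the steps between the lowest FPKM values of 105 genes, depth relative to the median was estimated at 0.786 to 1.1, with 2 genes for A100-FMT replicate 2 of set 1; the criteria for these genes were loosened once after a first attempt gave too few. A gene listed at 0 FPKM has no stated limit.

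The method was tested on simulated data with the group sizes and gene-wise spread of these libraries. In 10 simulations with 200 changed genes, 90.8% were recovered in set 1, 93% in set 2 and 96.2% over both sets, with 4.11%, 5.15% and 5% false among the calls, and the mean number of calls without any change was 0.1, 0 and 0. A raised list was called in 10 of 10 simulations and an unchanged list in 0. The adjustment for GC content took a simulated trend from a rho of 0.764 to 0.017. The simulations hold no difference in spread between groups or libraries and no correlation between genes. Every changed gene was given a 2-fold change. Of the 3627 genes called in Sa vs. A10-FMT of set 1, 127 changed that much, and the recovery of smaller changes was not simulated.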

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

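The tests of the Sa libraries, of the region of the small intestine and of villus against crypt content below were chosen only after the result was seen, as was the comparison of Con-FMT with A10-FMT between the sets; the GC adjustment of the difference and its count of splits were laid down before their results were seen.

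The effect of A10-FMT and A100-FMT relative to Sa differed between set 1 and set 2 when the difference itself was tested with limma: 3216 genes in Sa vs. A10-FMT (1199 higher and 2017 lower in set 1) and 3033 in Sa vs. A100-FMT (1528 higher and 1505 lower), against 1 gene in Sa vs. Con-FMT (3893 at an unadjusted p under 0.05), a BGI transcript with a difference of -2.54 (standard error 0.35, adjusted p = 0.01 from limma), named here after its value was seen. Con-FMT vs. A10-FMT, which holds no Sa library except in the shared spread, differed between the sets in 2354 genes (760 higher and 1594 lower in set 1). These counts depended on the spread. With array quality weights, 0 genes differed in Sa vs. A10-FMT and Sa vs. A100-FMT, and 4503 in Con-FMT vs. A10-FMT; with the libraries of the groups compared alone in the fit, the counts were 1472, 30 and 3624. Without Con-FMT replicate 2 of set 2, 1465 genes differed in Con-FMT vs. A10-FMT. The description's column gave 4109 and 2112 genes for the comparisons with Sa and 4204 for Con-FMT vs. A10-FMT. The median of all genes in the latter difference was -0.13 as deposited and -0.027 with trimmed-mean scaling. Its excess of lower genes nearly vanished or turned around where this shift of all genes was smaller: 842 were higher and 950 lower with quantile normalization, 1012 and 690 with trimmed-mean scaling, and 1494 and 983 after adjustment for GC content and length.

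The set 2 libraries, which the paper's text does not describe, gave 4 called genes in Sa vs. Con-FMT, 48 in Sa vs. A10-FMT and 4 in Sa vs. A100-FMT. The counts rose to 6, 352 and 561 with the description's column, and to 111, 1771 and 1450 with array quality weights. Without Sa replicate 1 of set 2, 0 genes were called in Sa vs. Con-FMT; without Sa replicate 2 of set 2, 1 gene in Sa vs. A10-FMT; and without A100-FMT replicate 2 of set 2, 1 gene in Sa vs. A100-FMT. For each of these comparisons, 1 of the 10 splits of the 6 samples, the real one, gave as many genes, and the next highest gave 0. With 3 mice per group no share below this can arise. By this share alone, an effect of FMT and the grouping by chance therefore cannot be told apart. Named after their values were seen, the genes in Sa vs. Con-FMT were Ly6a (1.15), Vim (0.80), Parp12 (0.35) and the BGI transcript above (1.36), and those in Sa vs. A100-FMT were Hes1 (0.46), the same BGI transcript (1.76), Ptprh (-0.42) and Slc34a2 (-0.66), as log2 changes. No biological explanation of the sets was tested, since the labels give none.

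By list, the difference between the sets (set 1 minus set 2, median log2) passed the threshold of limma's camera for the following lists. In Sa vs. A10-FMT it was 0.78 for brush-border digestion and absorption (64 of 69 genes higher), 0.72 for protein digestion and absorption (20 of 28), 0.48 for interferon response (56 of 70), 0.17 for NOD-like receptor signaling (53 of 78), 0.10 for endocytosis (63 of 164 lower), 0.069 for endocytosis without MHC genes (89 of 150), 1.15 for proximal small intestine (14 of 15), 0.86 for distal small intestine (12 of 14), -0.55 for crypt proliferation (2 of 17) and -1.23 for Paneth cell antimicrobial genes (4 of 30). In Sa vs. A100-FMT it was 0.49 for brush-border digestion and absorption (58 higher), 0.43 for protein digestion and absorption (20), 0.43 for interferon response (57), 0.20 for NOD-like receptor signaling (60), 0.21 for cell junction genes (24 of 33), -0.33 for crypt proliferation (4), -0.43 for enteroendocrine cells (2 of 12) and -1.14 for Paneth cell antimicrobial genes (6). In Sa vs. Con-FMT it was -0.52 for Paneth cell antimicrobial genes (8 higher), -1.0 for T cells (0 of 7), -0.33 for enteroendocrine cells (2) and -0.21 for goblet cells (0 of 10).

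In Con-FMT vs. A10-FMT the difference between the sets was 0.64 for brush-border digestion and absorption (62 of 69 genes higher), 0.47 for protein digestion and absorption (20 of 28), 0.25 for interferon response (57 of 70), 0.94 for proximal small intestine (12 of 15), 0.69 for distal small intestine (14 of 14), -0.45 for crypt proliferation (0 of 17), 1.45 for T cells (7 of 7), 0.29 for MHC class I and II genes (13 of 19), 0.16 for enteroendocrine cells (8 of 12), 0.18 for goblet cells (9 of 10) and 0.30 for immediate early genes (8 of 11). For antigen processing and presentation (0.0076) and endocytosis (0.0093) as many or nearly as many genes moved each way, so the medians give no direction, and without MHC genes endocytosis was not past the threshold (-0.013). None of the directions given for these lists and those of the paragraph before turned under quantile normalization, trimmed-mean scaling, the description's column or the GC adjustment.

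GC content, the Sa libraries and the region of the small intestine were weighed as technical explanations of the A10-FMT difference. After adjustment for GC content and length, 2295 of the genes still differed in the same direction, which argues against this trend as the whole cause. The 2354 genes of Con-FMT vs. A10-FMT argue against the Sa libraries of set 1 as the whole cause. A piece from another region of the small intestine, without any other change, would move proximal and distal markers apart. The distal list moved by 0.86 beside 1.15 for the proximal list, which argues against region alone. Both lists share genes with the brush-border list, so a change of villus share could move both and hide a regional shift. Region as a part of the cause is therefore not excluded. Only 1 of 100 splits of the A10-FMT and Con-FMT mice within each set, the real one, gave as many genes. The next highest gave 1147 and kept the real grouping of 1 set; among the 81 splits that mixed the groups in both sets the highest gave 2. A different share of villus and crypt in the pieces could account for part of it: brush-border genes rose by 0.78 and crypt proliferation genes moved by -0.55, in opposite directions. Such a share may come from the sampling of the tissue or from a change in the mucosa itself, and the bulk values hold nothing that separates these. The brush-border digestion and absorption list shares 4 tested genes with the distal list and 3 with the proximal list. A difference between the sets in time, age, batch or kind of animal stays open and was not tested, as nothing in the records of set 2 gives them.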

How the results depend on the processing

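Most alternatives were set in advance; the column that the description names, the adjustment for GC content and length, and the difference of Con-FMT vs. A10-FMT between the sets were added after the values had been seen. In the counts below, those of set 1 against Sa rested on 2 libraries of Sa, and unadjusted means a p under 0.05 before adjustment. As reported, the genes called in Sa vs. Con-FMT, Sa vs. A10-FMT and Sa vs. A100-FMT numbered 3051, 3627 and 3987 in set 1, 4, 48 and 4 in set 2, and 76, 12 and 94 increased and 9, 3 and 7 decreased over both sets. Con-FMT vs. A10-FMT and Con-FMT vs. A100-FMT gave 1891 and 46 in set 1, 43 and 0 (1270 unadjusted) in set 2, and 0 (697 unadjusted) and 14 over both sets. The effects in Sa vs. Con-FMT, Sa vs. A10-FMT, Sa vs. A100-FMT and Con-FMT vs. A10-FMT differed between the sets for 1, 3216, 3033 and 2354 genes.

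The direction held under every alternative run for the interferon response list. Its median stayed above 0 in the 3 comparisons with Sa, from 0.19 to 0.77 in set 1 and from 0.094 to 0.57 over both sets, and passed the threshold of camera except with a correlation estimated per list. It also stayed above 0 without any 1 library, from 0.29 to 1.03 in set 1 and from 0.21 to 0.71 over both sets. The medians of the NOD-like receptor signaling list stayed above 0 as well, from 0.028 to 0.29 in set 1 and from 0.017 to 0.15 over both sets. They lost their calls with Reactome sets and with the estimated correlation. In Sa vs. A10-FMT of set 1, the brush-border digestion and absorption list ranged from 0.070 to 0.52, with the same exceptions, and protein digestion and absorption from 0.014 to 0.37, called except with the estimated correlation; no Reactome set was run for the latter. In Con-FMT vs. A10-FMT over both sets, no gene was called under any of the 10 alternatives run for it or without any 1 library, with 514 to 1366 genes unadjusted under those alternatives and 519 to 786 without 1 library.

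When each fit held only the libraries of the groups compared, the calls that moved by more than 1.5 times were 1 (decreased) in Sa vs. Con-FMT, 1 (increased) in Sa vs. A10-FMT, 1 (increased) in Sa vs. A100-FMT and 3 (1 increased) in Con-FMT vs. A100-FMT within set 1. They were 154 (40 increased) in Sa vs. A10-FMT, 9 (7 increased) in Sa vs. A100-FMT and 0 (2048 unadjusted) in Con-FMT vs. A10-FMT within set 2. The others were 15 (14 increased) in Sa vs. Con-FMT, 1 (increased) in Sa vs. A10-FMT, 0 (1625 unadjusted) in Sa vs. A100-FMT and 45 (22 increased) in Con-FMT vs. A100-FMT over both sets. For the difference between the sets, the count was 0 (1996 unadjusted) in Sa vs. Con-FMT, 1472 (577 increased) in Sa vs. A10-FMT, 30 (16 increased) in Sa vs. A100-FMT and 3624 (1022 increased) in Con-FMT vs. A10-FMT. Past the threshold for the first time came brush-border digestion and absorption (0.22 in Sa vs. A100-FMT in set 1). These fits estimated the spread from fewer libraries, 5 for each comparison with Sa in set 1, which is part of their construction; what else moved the counts was not tested.

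With array quality weights, the counts that moved by more than 1.5 times came to 0 (780 unadjusted) in Sa vs. Con-FMT, 0 (939 unadjusted) in Sa vs. A10-FMT, 0 (1041 unadjusted) in Sa vs. A100-FMT, 3164 (881 increased) in Con-FMT vs. A10-FMT and 277 (165 increased) in Con-FMT vs. A100-FMT within set 1. They were 111 (85 increased) in Sa vs. Con-FMT, 1771 (1063 increased) in Sa vs. A10-FMT, 1450 (930 increased) in Sa vs. A100-FMT, 1090 (583 increased) in Con-FMT vs. A10-FMT and 546 (362 increased) in Con-FMT vs. A100-FMT within set 2. The others were 0 (550 unadjusted) in Sa vs. Con-FMT, 0 (490 unadjusted) in Sa vs. A10-FMT, 0 (797 unadjusted) in Sa vs. A100-FMT and 183 (136 increased) in Con-FMT vs. A100-FMT over both sets. For the difference between the sets, the count was 0 (1068 unadjusted) in Sa vs. Con-FMT, 0 (1843 unadjusted) in Sa vs. A10-FMT, 0 (1722 unadjusted) in Sa vs. A100-FMT and 4503 (1219 increased) in Con-FMT vs. A10-FMT. Medians turned in sign for brush-border digestion and absorption (0.011 in Sa vs. Con-FMT over both sets). In Sa vs. A10-FMT of set 1, the sign turned for single genes, with 0.0035 for Txn1 and -0.0043 for Hspa8. A weight is estimated per library, so that a library far from its group counts less. Which library moved each count was not tested.

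With the column that the description names for replicate 3 of Sa in set 1, counts outside 1.5 times the original were 45 (42 increased) in Sa vs. Con-FMT, 966 (652 increased) in Sa vs. A100-FMT, 3725 (1027 increased) in Con-FMT vs. A10-FMT and 214 (140 increased) in Con-FMT vs. A100-FMT within set 1. They were 352 (148 increased) in Sa vs. A10-FMT, 561 (364 increased) in Sa vs. A100-FMT, 179 (48 increased) in Con-FMT vs. A10-FMT and 239 (160 increased) in Con-FMT vs. A100-FMT within set 2. The others were 157 (93 increased) in Sa vs. A10-FMT, 67 (55 increased) in Sa vs. A100-FMT and 187 (140 increased) in Con-FMT vs. A100-FMT over both sets. For the difference between the sets, the count was 2 (each decreased) in Sa vs. Con-FMT and 4204 (1162 increased) in Con-FMT vs. A10-FMT. The 2-fold counts became 20 decreased for Sa vs. Con-FMT in set 1. Of the list tests of set 1, 27 passed the threshold. Past the threshold for the first time came cell adhesion molecules (0.083 in Sa vs. Con-FMT in set 1), endocytosis (0.025 in Sa vs. A10-FMT in set 1), brush-border digestion and absorption (0.12 in Sa vs. Con-FMT and 0.26 in Sa vs. A100-FMT in set 1, and 0.039 in Sa vs. A10-FMT over both sets) and protein digestion and absorption (0.18 in Sa vs. A100-FMT in set 1). Medians turned in sign for antigen processing and presentation (-0.014 in Sa vs. A10-FMT and 0.010 in Sa vs. A100-FMT in set 1), cell adhesion molecules (0.0024 in Sa vs. A10-FMT and 0.043 in Sa vs. A100-FMT in set 1) and brush-border digestion and absorption (0.025 in Sa vs. Con-FMT and 0.020 in Sa vs. A100-FMT over both sets). In Sa vs. A10-FMT of set 1, the sign turned for single genes, with -0.35 for Tjp1, 0.016 for Cldn3, 0.095 for Cldn7, 0.14 for Cldn15, -0.12 for Ocln, -0.012 for Klf7, 0.14 for Bcl2l1, -0.28 for Hspa8, 0.15 for Ly6e and 0.18 for Lgals3bp. In set 1, 40 of the 3049 genes called in Sa vs. Con-FMT and tested with either column were called in the same direction with both, 2074 of 3626 in Sa vs. A10-FMT and 757 of 3987 in Sa vs. A100-FMT. Replicate 3 of Sa is the only library this alternative changes, so the changes come from its values; the shared estimate of the spread changed with it. Why the columns differ was not tested.

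After the adjustment for GC content and length, counts outside 1.5 times the original were 1068 (601 increased) in Sa vs. Con-FMT within set 1. Further counts were 9 (each increased) in Sa vs. Con-FMT, 292 (46 increased) in Sa vs. A10-FMT, 114 (41 increased) in Sa vs. A100-FMT, 224 (11 increased) in Con-FMT vs. A10-FMT and 44 (7 increased) in Con-FMT vs. A100-FMT within set 2. Calls reached 135 (105 increased) in Sa vs. Con-FMT, 154 (117 increased) in Sa vs. A10-FMT, 285 (196 increased) in Sa vs. A100-FMT and 30 (8 increased) in Con-FMT vs. A100-FMT over both sets. For the difference between the sets, the count was 0 (2537 unadjusted) in Sa vs. Con-FMT. The 2-fold counts became 19 increased and 6 decreased for Sa vs. Con-FMT in set 1, 12 decreased for Sa vs. A10-FMT in set 1, 42 increased and 42 decreased for Sa vs. A100-FMT in set 1, 21 increased and 1 decreased for Sa vs. Con-FMT over both sets, 12 increased and 4 decreased for Sa vs. A10-FMT over both sets and 13 increased and 9 decreased for Sa vs. A100-FMT over both sets. Past the threshold for the first time came endocytosis (0.087 in Sa vs. A10-FMT in set 1) and brush-border digestion and absorption (0.19 in Sa vs. A100-FMT in set 1). Medians turned in sign for antigen processing and presentation (0.0049 in Sa vs. A100-FMT in set 1), cell adhesion molecules (0.027 in Sa vs. A10-FMT and 0.016 in Con-FMT vs. A10-FMT in set 1), brush-border digestion and absorption (0.013 in Sa vs. Con-FMT over both sets) and protein digestion and absorption (-0.034 in Sa vs. Con-FMT in set 1). In Sa vs. A10-FMT of set 1, the sign turned for single genes, with -0.12 for Tjp1, -0.0077 for Ctnnd1, 0.023 for Cldn15, -0.078 for Ocln, 0.15 for Bcl2l1, -0.018 for Ctsb, 0.041 for Arf1, 0.13 for Ly6e and 0.16 for Lgals3bp. Among genes called before the adjustment and covered by it, 704 of 2930 in Sa vs. Con-FMT, 2326 of 3480 in Sa vs. A10-FMT and 1892 of 3774 in Sa vs. A100-FMT in set 1 were called in the same direction after it. The adjustment covers 10527 genes in place of 11337. It takes out any trend with GC content, so a lost call names no cause.

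With quantile normalization, counts outside 1.5 times the original were 1753 (967 increased) in Sa vs. Con-FMT within set 1. They were 7 (2 increased) in Sa vs. A100-FMT and 75 (3 increased) in Con-FMT vs. A10-FMT within set 2. The others were 59 (44 increased) in Sa vs. A100-FMT and 25 (9 increased) in Con-FMT vs. A100-FMT over both sets. A call was gained by endocytosis (0.069 in Sa vs. A10-FMT in set 1) and brush-border digestion and absorption (0.25 in Sa vs. A100-FMT in set 1). The sign of the median turned for cell adhesion molecules (-0.0083 in Sa vs. Con-FMT in set 1) and brush-border digestion and absorption (0.018 in Sa vs. Con-FMT over both sets). Single genes whose log2 change turned in sign in Sa vs. A10-FMT of set 1 had -0.00065 for Tjp1, 0.25 for Txn1, 0.026 for Arf1, 0.0059 for Ly6e and 0.0026 for Lgals3bp. The cause was not tested. Some scalings moved the share of increased against decreased calls by more than 10 percentage points. In set 1, Sa vs. Con-FMT had 2011 increased and 1040 decreased genes as reported, 967 and 786 with quantile normalization, and 1555 and 1501 with trimmed-mean scaling. Sa vs. A100-FMT had 2499 and 1488 as reported, 1680 and 1633 with quantile normalization, and 2034 and 2132 with trimmed-mean scaling. Sa vs. A10-FMT had 1541 and 2086, and 1798 and 1529 after the adjustment for GC content and length. Con-FMT vs. A10-FMT had 590 and 1301, 661 and 795 with quantile normalization, 832 and 672 with trimmed-mean scaling, and 1261 and 898 after the adjustment; Con-FMT vs. A100-FMT had 22 and 24, and 39 and 23 with quantile normalization. Sa vs. A10-FMT in set 2 had 10 and 38, and 6 and 58 with trimmed-mean scaling. Over both sets, Sa vs. Con-FMT had 76 and 9, and 105 and 30 after the adjustment; Sa vs. A100-FMT had 94 and 7, 44 and 15 with quantile normalization, 16 and 4 with trimmed-mean scaling, and 196 and 89 after the adjustment; Con-FMT vs. A100-FMT had 3 and 11, 9 and 16 with quantile normalization, and 1 and 15 with trimmed-mean scaling. The difference between the sets in Sa vs. A10-FMT had 1199 and 2017, 1458 and 1550 with trimmed-mean scaling, and 1822 and 1569 after the adjustment. That in Con-FMT vs. A10-FMT had 760 and 1594, 842 and 950 with quantile normalization, 1012 and 690 with trimmed-mean scaling, and 1494 and 983 after the adjustment, where the median over all genes moved from -0.13 to -0.0094.

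With trimmed-mean scaling, the counts that moved by more than 1.5 times came to 93 (2 increased) in Con-FMT vs. A10-FMT and 2 (each decreased) in Con-FMT vs. A100-FMT within set 2. The others were 38 (30 increased) in Sa vs. A10-FMT and 20 (16 increased) in Sa vs. A100-FMT over both sets. Past the threshold for the first time came endocytosis (0.063 in Sa vs. A10-FMT in set 1). Medians turned in sign for cell adhesion molecules (-0.018 in Sa vs. Con-FMT and 0.032 in Con-FMT vs. A10-FMT in set 1), endocytosis (-0.016 in Sa vs. A100-FMT in set 1) and protein digestion and absorption (-0.045 in Sa vs. Con-FMT in set 1). The cause was not tested.

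When every gene with a value above 0 in any library was tested, counts outside 1.5 times the original were 1439 (895 increased) in Sa vs. Con-FMT within set 1. The others were 0 (1299 unadjusted) in Sa vs. Con-FMT, 2 (each decreased) in Sa vs. A10-FMT, 14 (11 increased) in Sa vs. A100-FMT, 0 (2004 unadjusted) in Con-FMT vs. A10-FMT and 11 (7 increased) in Con-FMT vs. A100-FMT within set 2. Further counts were 5 (4 increased) in Sa vs. A10-FMT and 25 (23 increased) in Sa vs. A100-FMT over both sets. Genes differing between the sets then numbered 2 (each decreased) in Sa vs. Con-FMT. A call was gained by endocytosis (0.051 in Sa vs. A10-FMT in set 1) and brush-border digestion and absorption (0.23 in Sa vs. A100-FMT in set 1). More genes were tested, 19187 in all, so the adjustment for multiple tests and the trend of the spread changed; no other cause was tested.

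With a mean FPKM of at least 5, the calls that moved by more than 1.5 times were 23 (9 increased) in Con-FMT vs. A100-FMT within set 1. The others were 66 (1 increased) in Con-FMT vs. A10-FMT and 2 (each decreased) in Con-FMT vs. A100-FMT within set 2. Further counts were 41 (29 increased) in Sa vs. A10-FMT and 55 (52 increased) in Sa vs. A100-FMT over both sets. Counts of 2-fold changes moved to 49 increased for Sa vs. Con-FMT in set 1, 97 increased and 25 decreased for Sa vs. A10-FMT in set 1, 65 increased for Sa vs. A100-FMT in set 1, 21 increased and 8 decreased for Sa vs. Con-FMT over both sets, 18 increased for Sa vs. A10-FMT over both sets and 19 increased and 21 decreased for Sa vs. A100-FMT over both sets. The threshold was newly passed by endocytosis (0.066 in Sa vs. A10-FMT in set 1) and brush-border digestion and absorption (0.21 in Sa vs. A100-FMT in set 1). Fewer genes were tested, which by construction lowers counts of 2-fold changes; the cause of the other changes was not tested.

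With a pseudocount of 0.1, counts outside 1.5 times the original were 18 (5 increased) in Con-FMT vs. A100-FMT within set 1. Further counts were 27 (20 increased) in Sa vs. A10-FMT over both sets. Counts of 2-fold changes moved to 143 increased and 79 decreased for Sa vs. Con-FMT in set 1, 78 decreased for Sa vs. A10-FMT in set 1, 255 increased for Sa vs. A100-FMT in set 1, 56 increased and 24 decreased for Sa vs. Con-FMT over both sets, 50 increased and 33 decreased for Sa vs. A10-FMT over both sets and 71 increased for Sa vs. A100-FMT over both sets. A smaller pseudocount raises the fold changes of low genes by construction; the cause of the changed calls was not tested.

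When a change of at least 2-fold was required as well, counts outside 1.5 times the original were 58 (38 increased) in Sa vs. Con-FMT, 127 (110 increased) in Sa vs. A10-FMT, 169 (115 increased) in Sa vs. A100-FMT, 42 (35 increased) in Con-FMT vs. A10-FMT and 12 (4 increased) in Con-FMT vs. A100-FMT within set 1. The others were 2 (each increased) in Sa vs. Con-FMT, 6 (4 increased) in Sa vs. A10-FMT, 1 (increased) in Sa vs. A100-FMT and 6 (each decreased) in Con-FMT vs. A10-FMT within set 2. Further counts were 9 (each increased) in Sa vs. Con-FMT, 3 (each increased) in Sa vs. A10-FMT, 6 (each increased) in Sa vs. A100-FMT and 3 (each decreased) in Con-FMT vs. A100-FMT over both sets. Genes differing between the sets then numbered 336 in Sa vs. A10-FMT, 253 in Sa vs. A100-FMT and 209 in Con-FMT vs. A10-FMT. The criterion is stricter by construction. With 1.5-fold in place of 2-fold, the counts of genes changed at least that much were 360 increased and 183 decreased for Sa vs. Con-FMT in set 1, 556 increased and 288 decreased for Sa vs. A10-FMT in set 1, 694 increased and 266 decreased for Sa vs. A100-FMT in set 1, 112 increased and 45 decreased for Sa vs. Con-FMT over both sets, 92 increased and 52 decreased for Sa vs. A10-FMT over both sets and 112 increased and 76 decreased for Sa vs. A100-FMT over both sets. These counts rise by construction. When the libraries of the groups compared were also not allowed to overlap, the counts of genes changed at least 2-fold were 42 increased for Sa vs. Con-FMT in set 1, 20 decreased for Sa vs. A10-FMT in set 1, 7 increased and 2 decreased for Sa vs. Con-FMT over both sets, 3 increased and 0 decreased for Sa vs. A10-FMT over both sets and 2 increased and 4 decreased for Sa vs. A100-FMT over both sets. The criterion is again stricter by construction, and chance alone leaves libraries of unchanged groups without overlap in 1 direction for 10% of genes in set 1 and 0.5% over both sets. These shares are for all genes. Among genes picked for a 2-fold ratio they would be higher, so they are no baseline for the counts.

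With fry in place of camera, 19 list tests of set 1 passed the threshold. The threshold was newly passed by cell adhesion molecules (-0.038 in Con-FMT vs. A10-FMT in set 1) and endocytosis (0.10 in Sa vs. Con-FMT, 0.062 in Sa vs. A10-FMT and 0.056 in Sa vs. A100-FMT in set 1). The cause was not tested. With camera and a correlation estimated per list, 0 list tests of set 1 passed the threshold (2 at an unadjusted p under 0.05). No longer past the threshold were interferon response (0.70 in Sa vs. Con-FMT, 0.64 in Sa vs. A10-FMT and 0.65 in Sa vs. A100-FMT in set 1, and 0.53 in Sa vs. Con-FMT, 0.38 in Sa vs. A10-FMT and 0.42 in Sa vs. A100-FMT over both sets), NOD-like receptor signaling (0.20 in Sa vs. Con-FMT, 0.17 in Sa vs. A10-FMT and 0.26 in Sa vs. A100-FMT in set 1, and 0.12 in Sa vs. Con-FMT, 0.087 in Sa vs. A10-FMT and 0.14 in Sa vs. A100-FMT over both sets), brush-border digestion and absorption (0.41 in Sa vs. A10-FMT and 0.34 in Con-FMT vs. A10-FMT in set 1) and protein digestion and absorption (0.32 in Sa vs. A10-FMT and 0.27 in Con-FMT vs. A10-FMT in set 1). An estimated correlation widens the spread of a list by construction. With Reactome sets in place of the hand-written lists, no longer past the threshold were NOD-like receptor signaling (0.18 in Sa vs. Con-FMT, 0.067 in Sa vs. A10-FMT and 0.17 in Sa vs. A100-FMT in set 1, and 0.082 in Sa vs. Con-FMT, 0.052 in Sa vs. A10-FMT and 0.12 in Sa vs. A100-FMT over both sets) and brush-border digestion and absorption (0.070 in Sa vs. A10-FMT in set 1). The threshold was newly passed by brush-border digestion and absorption (-0.0068 in Sa vs. A100-FMT over both sets). A change of sign was seen for antigen processing and presentation (-0.018 in Sa vs. A10-FMT in set 1), cell adhesion molecules (0.017 in Sa vs. A10-FMT and 0.043 in Sa vs. A100-FMT in set 1) and brush-border digestion and absorption (-0.033 in Con-FMT vs. A10-FMT in set 1, and 0.0090 in Sa vs. Con-FMT over both sets). The Reactome sets hold other genes, by construction. Without the MHC genes, no call and no sign changed in set 1 for the cell adhesion molecules and endocytosis lists. Outside set 1, calls were lost for endocytosis without MHC genes in Sa vs. A10-FMT of set 2 (-0.0074), in Con-FMT vs. A10-FMT of set 2 (0.011) and between the sets (-0.013, a turned sign) and in Con-FMT vs. A100-FMT of set 2 (0.0015) and over both sets (-0.0059), and for cell adhesion molecules without MHC genes in Con-FMT vs. A10-FMT of set 2 (0.043); without a call before or after, signs turned for the difference between the sets of cell adhesion molecules in Sa vs. A10-FMT (-0.0047) and Sa vs. A100-FMT (0.039) and for endocytosis in Con-FMT vs. A10-FMT over both sets (0.00071).

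The replicate numbers paired no samples. Libraries of one set with the same number deviated from their group means with a median correlation across genes of 0.0019 (-0.35 to 0.32, 33 pairs, 10 of them over 0.1), and those with other numbers with -0.0037 (66 pairs, 18 over 0.1). With the replicate block, the calls that moved by more than 1.5 times were 22 (10 increased) in Sa vs. A10-FMT, 0 (1368 unadjusted) in Con-FMT vs. A10-FMT and 1 (decreased) in Con-FMT vs. A100-FMT within set 2. Calls reached 28 (24 increased) in Sa vs. A10-FMT, 40 (34 increased) in Sa vs. A100-FMT and 28 (8 increased) in Con-FMT vs. A100-FMT over both sets. For the difference between the sets, the count was 2 (each decreased) in Sa vs. Con-FMT. A change of sign was seen for brush-border digestion and absorption (0.0045 in Sa vs. Con-FMT over both sets). In set 1, the replicate block gave 3261, 3608 and 4074 genes in the 3 comparisons with Sa. The cause was not tested.

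Leaving out each library in turn moved many counts; a library without which an end of a range was reached is named where that end lies more than 1.5 times from the reported count. Fits that would have left Sa of set 1 with 1 library gave no call in set 1. Within set 1 the calls ranged from 0 (without Con-FMT 1 of set 1) to 2294 in Sa vs. Con-FMT, from 1978 (without A100-FMT 3 of set 1) to 3106 in Sa vs. A100-FMT, from 951 (without Con-FMT 1 of set 1) to 1564 in Con-FMT vs. A10-FMT and from 1 (without A100-FMT 2 of set 1) to 58 in Con-FMT vs. A100-FMT. For set 2 they ranged from 0 (without Sa 1 of set 2) to 1 (without Con-FMT 1 of set 2) in Sa vs. Con-FMT, from 1 (without Sa 2 of set 2) to 52 in Sa vs. A10-FMT, from 1 (without A100-FMT 2 of set 2) to 5 in Sa vs. A100-FMT, from 0 (without Con-FMT 2 of set 2) to 135 (without Con-FMT 1 of set 2) in Con-FMT vs. A10-FMT and from 0 to 2 (without Con-FMT 1 of set 2) in Con-FMT vs. A100-FMT, and over both sets from 40 (without Sa 3 of set 1) to 5893 (without Sa 1 of set 1) in Sa vs. Con-FMT, from 0 (without Sa 3 of set 1) to 5503 (without Sa 1 of set 1) in Sa vs. A10-FMT, from 0 (without Sa 3 of set 1) to 5748 (without Sa 1 of set 1) in Sa vs. A100-FMT and from 4 (without A100-FMT 2 of set 1) to 25 (without A100-FMT 1 of set 2) in Con-FMT vs. A100-FMT. The difference between the sets ranged from 1930 (without Sa 3 of set 2) to 2436 in Sa vs. A100-FMT and from 1465 (without Con-FMT 2 of set 2) to 2335 in Con-FMT vs. A10-FMT. Sa vs. Con-FMT in set 1 fell to 0 (4288 unadjusted) only without Con-FMT 1. The other counts of 0 came without any 1 of several libraries: in set 2, Sa vs. Con-FMT without Sa 1, 2 or 3 or Con-FMT 2 or 3 (481 to 600 unadjusted), Con-FMT vs. A10-FMT without Con-FMT 2 or 3 or A10-FMT 2 or 3 (772 to 1167), and Con-FMT vs. A100-FMT without Con-FMT 2 or 3 or A100-FMT 2 or 3 (684 to 1138). Over both sets, Sa vs. A10-FMT fell to 0 without Sa 3 or any A10-FMT of set 1, Sa 2 of set 2, or A10-FMT 1 or 3 of set 2 (1152 to 2171), and Sa vs. A100-FMT without Sa 3 of set 1, or Sa 2 or 3 or A100-FMT 2 or 3 of set 2 (1181 to 2736). Without replicate 1 of Sa in set 1, only replicate 3 stands for Sa of set 1 in the comparisons over both sets, and the spread no longer includes the distance between them; that construction goes with the highest counts over both sets. The cause of the other changes was not tested.

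Leave-one-out ranges of the 2-fold counts in set 1 were from 65 to 795 (without Sa 1 of set 1) for increased genes in Sa vs. Con-FMT, from 27 (without Sa 3 of set 1) to 123 (without Sa 1 of set 1) for decreased genes in Sa vs. Con-FMT, from 122 to 728 (without Sa 1 of set 1) for increased genes in Sa vs. A10-FMT, from 30 to 115 (without Sa 1 of set 1) for decreased genes in Sa vs. A10-FMT, from 90 to 939 (without Sa 1 of set 1) for increased genes in Sa vs. A100-FMT and from 74 to 157 (without Sa 1 of set 1) for decreased genes in Sa vs. A100-FMT. Over both sets they were from 33 to 67 (without Sa 1 of set 1) for increased genes in Sa vs. Con-FMT, from 10 to 21 (without Sa 1 of set 1) for decreased genes in Sa vs. Con-FMT, from 25 to 47 (without Sa 1 of set 2) for increased genes in Sa vs. A10-FMT and from 20 to 62 (without Sa 1 of set 1) for increased genes in Sa vs. A100-FMT. The cause was not tested.

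Without 1 library, the median of the interferon response list ranged from 0.33 (without Sa 3 of set 1) to 1.03 (without Sa 1 of set 1) in Sa vs. Con-FMT, from 0.32 (without Sa 3 of set 1) to 0.96 (without Sa 1 of set 1) in Sa vs. A10-FMT and from 0.29 (without Sa 3 of set 1) to 0.94 (without Sa 1 of set 1) in Sa vs. A100-FMT within set 1. For NOD-like receptor signaling it ranged from 0.082 (without Sa 3 of set 1) to 0.27 in Sa vs. Con-FMT, from 0.055 (without Sa 3 of set 1) to 0.31 (without Sa 1 of set 1) in Sa vs. A10-FMT and from 0.13 (without Sa 3 of set 1) to 0.37 (without Sa 1 of set 1) in Sa vs. A100-FMT within set 1. That of antigen processing and presentation went from -0.027 (without Sa 1 of set 1) to 0.18 in Sa vs. Con-FMT within set 1. Medians of cell adhesion molecules lay from -0.058 (without Sa 1 of set 1) to 0.084 in Sa vs. Con-FMT, from -0.071 to 0.0050 (without A10-FMT 1 of set 1) in Sa vs. A10-FMT and from -0.17 to 0.025 (without Sa 3 of set 1) in Sa vs. A100-FMT within set 1. In endocytosis the range was from 0.030 (without Sa 3 of set 1) to 0.12 in Sa vs. Con-FMT and from 0.033 to 0.061 (without A10-FMT 1 of set 1) in Sa vs. A10-FMT within set 1. The brush-border digestion and absorption list ranged from -0.024 (without Sa 3 of set 1) to 0.17 (without Sa 1 of set 1) in Sa vs. Con-FMT, from 0.37 to 0.66 (without Sa 1 of set 1) in Sa vs. A10-FMT and from 0.12 (without Sa 3 of set 1) to 0.29 in Sa vs. A100-FMT within set 1, and from -0.057 (without Sa 3 of set 1) to 0.069 (without Sa 1 of set 1) in Sa vs. Con-FMT, from -0.027 (without Sa 3 of set 1) to 0.059 in Sa vs. A10-FMT and from -0.064 (without Sa 3 of set 1) to 0.030 (without Sa 1 of set 1) in Sa vs. A100-FMT over both sets. Those of protein digestion and absorption went from -0.036 (without Sa 3 of set 1) to 0.082 in Sa vs. Con-FMT, from 0.20 (without Sa 3 of set 1) to 0.38 in Sa vs. A10-FMT and from 0.075 to 0.22 (without Sa 1 of set 1) in Sa vs. A100-FMT within set 1. With 1 library of Sa in set 1 left, these are values without a test. Single genes whose sign turned in Sa vs. A10-FMT of set 1 ranged from -0.31 (without Sa 3 of set 1) to 0.38 for Tjp1, from -0.0063 (without Sa 3 of set 1) to 0.36 for Ctnnb1, from -0.52 to 0.049 (without Sa 3 of set 1) for Cldn7, from -0.30 to 0.051 (without Sa 3 of set 1) for Cldn15, from -0.11 (without Sa 3 of set 1) to 0.35 for Ocln, from -0.18 to 0.12 (without Sa 3 of set 1) for Bcl2l1, from -0.021 (without Sa 1 of set 1) to 0.23 for H2-D1, from -0.13 to 0.11 (without Sa 1 of set 1) for Txn1, from -0.049 (without Sa 1 of set 1) to 0.10 for Ctsb, from -0.28 (without Sa 3 of set 1) to 0.30 for Hspa8 and from -0.15 to 0.040 (without Sa 3 of set 1) for Lgals3bp. The cause was not tested.

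Apart from the values above, 535 results of the comparisons, lists and counts under an alternative and 333 without 1 library kept their side of the threshold and their direction, or stayed within 1.5 times. For single genes named in the text, 411 values under an alternative and 208 without 1 library did so, 98 and 148 fell short of the threshold in the same direction, and 11 under an alternative newly passed it.

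The FPKM values carry no read counts, so no interval for counting error can be given. Relative depths read from the smallest steps of low genes lay between 0.786 and 1.1, which leaves out a large difference in depth between libraries but gives no absolute depth. What depth limits is the low genes: 7878 of the 19215 genes and transcripts had a mean under 1 FPKM and were not tested, the transcripts of Gja4 and Cldn1 among them. The alternatives set in advance were run, with exceptions. The array quality weights, the replicate block and the fit on the groups compared alone were not run for the 2-fold counts, which rest on no fit. No Reactome set was run for protein digestion and absorption. Gene lists with fewer than 3 tested members gave no value.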

Differences from the paper's values

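The paper gives 308 increased and 166 decreased genes for Sa vs. Con-FMT, 540 and 179 for Sa vs. A10-FMT, and 572 and 267 for Sa vs. A100-FMT, called with DEGseq from read numbers. Counts of genes changed at least 2-fold in set 1 were 78 and 52 against the paper's 308 and 166, 148 and 38 against the paper's 540 and 179, and 122 and 100 against the paper's 572 and 267. Over both sets they were 34 and 13, 28 and 18, and 29 and 34 against the same values of the paper. Counts from limma at an adjusted p under 0.05 were 2011 and 1040 in set 1 for Sa vs. Con-FMT, 1541 and 2086 for Sa vs. A10-FMT, and 2499 and 1488 for Sa vs. A100-FMT. Over both sets they were 76 and 9, 12 and 3, and 94 and 7.

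Of the alternatives set before the data were examined, a ratio of at least 1.5 in place of 2 in set 1 gave 360 higher and 183 lower genes for Sa vs. Con-FMT, 556 higher for Sa vs. A10-FMT, and 694 higher and 266 lower for Sa vs. A100-FMT, within 1.5 times the paper's counts, but 288 lower genes for Sa vs. A10-FMT against the paper's 179. Leaving out Sa replicate 1 of set 1 gave 728 genes at least 2-fold higher in Sa vs. A10-FMT against the paper's 540 and 123 at least 2-fold lower in Sa vs. Con-FMT against the paper's 166. No other alternative set before the data were examined closed a gap, and none did for the 2-fold decreases of Sa vs. A10-FMT in set 1, for the limma counts of set 1 or for any count over both sets. The description's column, chosen after seeing the values, gave 652 increased and 314 decreased genes with limma in Sa vs. A100-FMT of set 1 against the paper's 572 and 267.

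The paper lists cell adhesion molecules and antigen processing among the pathways enriched in the increased genes of each FMT group. Here the medians of these lists in set 1 were 0.051, -0.018 and -0.12 for cell adhesion molecules and 0.10, 0.048 and -0.041 for antigen processing and presentation in Sa vs. Con-FMT, A10-FMT and A100-FMT, with no test past the threshold; with the description's column, chosen after seeing the values, cell adhesion molecules passed it in Sa vs. Con-FMT with a median of 0.083. The paper ranks cell adhesion molecules as more enriched with A10-FMT than with Con-FMT, and the median from Con-FMT to A10-FMT was -0.038 in set 1, past the threshold with fry, and turned to 0.032 with trimmed-mean scaling and to 0.016 with the GC adjustment, the latter chosen after seeing the values. The paper places endocytosis in Sa vs. A10-FMT and Sa vs. A100-FMT and not in Sa vs. Con-FMT; the medians were 0.062, 0.056 and 0.096, none past the threshold with camera, while with fry all 3 were. Endocytosis passed it in Sa vs. A10-FMT alone with all genes above 0 FPKM, genes of at least 5 FPKM, quantile normalization, trimmed-mean scaling, and without A10-FMT replicate 1 or 2, as well as with the description's column and the GC adjustment, both chosen after seeing the values; fry was the setting under which Sa vs. A100-FMT passed it. The paper's specific gain in digestion and absorption with A10-FMT appeared in set 1, with a median of 0.41 for brush-border digestion and absorption, and turned to -0.42 in set 2. The paper counts more increased than decreased genes in Sa vs. A10-FMT; limma called more decreased ones in set 1 (1541 increased and 2086 decreased), and more increased ones over both sets (12 and 3), in the 2-fold counts of set 1 (148 and 38) and, with the GC adjustment chosen after seeing the values, in set 1 (1798 and 1529).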

Other observations

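The tests of GC content, of the values of a single library, of T cells and of the MHC genes below were chosen only after the result was seen; the tests of gene length, of a few genes taking most of the signal and of the make-up of the tissue piece, and the counts of splits, were laid down before their results were seen, but parting the splits by whether they keep the grouping of a set was not.

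Sa replicate 3 of set 1 stood apart from the other 22 libraries. A few genes taking most of the signal are argued against by the 9.5% of the summed FPKM in its 10 highest genes, within the 7.63% to 11.1% of the others. For another make-up of the tissue piece, 2 of 9 cell type lists lay outside the range of the other libraries after the GC adjustment, and 1 as deposited; such a make-up and the usual one cannot be told apart, since the lists are few and neither all within nor mostly outside the range. A trend with GC content is a candidate explanation, with a rho of 0.70; its genes of the lowest GC content (the lowest of 5 equal classes) deviated by -0.73 and those of the highest by 0.31 on the log2 scale, beyond the other libraries (-0.13 to 0.079 and -0.078 to 0.042). For gene length, the partial rho of -0.31 lay at the edge of the range of the others (-0.307 to 0.293), so a length trend and the absence of one cannot be told apart. Library preparation, RNA quality and a mismatch of column and sample were not separated, and no biological explanation was tested, since the records give this mouse the same treatment as replicate 1.

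The large counts of set 1 were tested against that library. With the description's column, 40 of 3049 genes (1.31%) were still called in the same direction in Sa vs. Con-FMT, so the values of a single library may account for most of that count. The 2074 of 3626 (57.2%) in Sa vs. A10-FMT and 757 of 3987 (19%) in Sa vs. A100-FMT leave the values of a single library and an effect of FMT that cannot be told apart. With that column 45, 3829 and 966 genes were called in all, but Con-FMT vs. A10-FMT of set 1, which holds no Sa library, also rose from 1891 to 3725 through the shared spread. After adjustment for GC content and length, 2326 of 3480 genes (66.8%) were still called in the same direction in Sa vs. A10-FMT, which argues against this trend as the whole cause. The 704 of 2930 (24%) in Sa vs. Con-FMT and 1892 of 3774 (50.1%) in Sa vs. A100-FMT leave a GC trend and an effect of FMT on the other genes that cannot be told apart, since the adjustment takes both out where they run together. As the counts fell to 1 gene each with the libraries of the groups compared alone in the fit, they also depend on borrowing the spread of the other groups.

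Other groupings of the mice were tried for each count. Over both sets, 1 of 100 splits drawn from 200 gave as many genes in Sa vs. Con-FMT (the real one; the next highest gave 1). As many genes came from 9 of 100 splits in Sa vs. A10-FMT and 6 of 100 in Sa vs. A100-FMT, with up to 3216 and 3033 genes in another split. Each other split with as many genes (8 and 5) was among the 14 that kept, or swapped whole, the real grouping of a set and so held its FMT effect; the highest counts are those of the difference between the sets. Of the 85 splits that mixed the groups in both sets, 0 gave as many: at most 12 genes against the 15 of A10-FMT, and at most 1 for A100-FMT, far below its count. For A100-FMT vs. Con-FMT over both sets it was 1 of 100 (next highest 2), and for A10-FMT vs. Con-FMT over both sets, with 0 genes called (697 at an unadjusted p under 0.05), 100 of 100. Within set 1, 1 of the 10 splits of the 6 samples gave as many genes for A10-FMT vs. Con-FMT (next highest 1) and 1 of 10 for A100-FMT vs. Con-FMT (next highest 2). In set 2 it was 1 of 10 for A10-FMT vs. Con-FMT (next highest 3) and 10 of 10 for A100-FMT vs. Con-FMT, where 0 genes were called (1270 at an unadjusted p under 0.05). With 10 splits no share falls below 1 of 10, so by this share alone an effect of FMT and the grouping by chance cannot be told apart within a set, though the 1891 genes of A10-FMT vs. Con-FMT in set 1 lay far above the other 9 splits.

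Interferon response genes were higher after FMT than in Sa over both sets. A GC trend is argued against by the lowest of the 3 medians after adjustment, 0.33, and a single library by the lowest median without any 1 library, 0.21, in Sa vs. A10-FMT without Sa replicate 3 of set 1. For A10-FMT in set 2, where the interferon genes rose little (0.099), a larger share of T cells is argued against by the T cells list (15 genes, 7 tested), whose median was -0.68 (0 of 7 genes higher, adjusted p = 0.00583 from limma's camera). In set 1, which holds most of the rise (0.64), the T cells median was -0.038, turning to 0.16 with the description's column and 0.11 with the GC adjustment, so a larger share of T cells and a response without it cannot be told apart there. For Con-FMT, a larger share of T cells and a response without it cannot be told apart, since the T cells median was -0.20 in set 1 and 0.80 in set 2. For A100-FMT they cannot be told apart either: the T cells median was -0.48 in set 1 (0 of 7 genes higher), which is against a larger share but not past the threshold (adjusted p = 0.275 from limma's camera), and 0.041 in set 2. A response of the mucosa to the transferred microbiota stays open for all 3 groups; differences in batch or health between Sa and FMT mice were not tested.

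MHC genes varied between mice of the same group. The median SD within groups of 19 MHC class I and II genes was 0.45, against 0.11 in random lists of the same mean level, a ratio of 3.99 and above all 10000 random lists; the highest SDs were 2 for H2-Ea, 1.8 for H2-T3, 1.4 for H2-Bl and 1.3 for H2-T22, named after their values were seen, while H2-D1 had 0.16. Variants between outbred ICR mice, or reads of variants failing to match the reference, may explain this. A different share of B cells cannot be told apart from none: class II genes and the B cells and plasma cells list correlated over the 23 libraries, as deviations from the group means, with r = 0.0082 (p = 0.97, permutation test) and rho = 0.045 (p = 0.84), and r = 0.037 without the most extreme 2, but 12 B cell genes lie near the floor.

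The list of proteins measured in the study (17 genes, 15 tested) had median log2 changes of 0.14, 0.034 and 0.074 in Sa vs. Con-FMT, A10-FMT and A100-FMT of set 1 (adjusted p = 0.862, 0.817 and 0.989 from limma's camera), that of A10-FMT turning to -0.00065 with quantile normalization and -0.0029 with the GC adjustment, and that of A100-FMT to -0.00093 with trimmed-mean scaling and -0.022 with the GC adjustment; 5, 4 and 3 of its genes were called (3, 2 and 1 higher). From Sa to A10-FMT in set 1, Gata4 changed by -0.28 (adjusted p = 0.038 from limma), Sox4 by -0.32 (adjusted p = 0.09), Klf7 by 0.17 (0.33), Bcl2l1 by -0.028 (0.81), Ctnnd1 by 0.095 (0.35), Ctnnb1 by 0.18 (0.087), Ocln by 0.12 (0.35), Cldn4 by 0.55 (0.1; a change of 1.06 with the description's column) and Cldn15 by -0.12 (0.46). Gata4 was lower in 3 of 3 A10-FMT libraries than in both Sa libraries, but its change was -0.13 without Sa replicate 3 of set 1, -0.18 with the description's column (adjusted p = 0.12 from limma) and -0.10 after adjustment for GC content and length (adjusted p = 0.38). From Con-FMT to A10-FMT, Sox4 changed by -0.54 in set 1 (adjusted p = 0.0089 from limma) and the other way in set 2, by 0.34 (adjusted p = 0.28), where 3 of 3 A10-FMT libraries lay above every Con-FMT and every Sa library. Over both sets, 0 of the 15 genes were called against Sa in each comparison (2, 3 and 2 at an unadjusted p under 0.05). All these values are RNA levels. The paper measured the products as protein, by staining or Western blotting, so its protein results are not tested here.

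Of the lists for the make-up of the tissue, proximal small intestine (16 genes, 15 tested) had medians of 0.15, 0.54 and 0.32 in set 1 against Sa (adjusted p = 0.989, 0.0213 and 0.712 from limma's camera), and distal small intestine (16, 14 tested) -0.065, 0.40 and 0.18 (adjusted p = 0.504, 0.0629 and 0.769), with Sa vs. Con-FMT turning to 0.11 with quantile normalization, 0.0455 with the description's column and 0.0082 with the GC adjustment. Smooth muscle (12, 3 tested) had 0.30, 0.26 and 0.18 (adjusted p = 0.712, 0.913 and 0.913), turning to -0.021 for A10-FMT with the description's column and to -0.029 for A100-FMT with quantile normalization. The list of immediate early genes (17, 11 tested) had 0.041, 0.081 and 0.030 (adjusted p = 0.913, 0.337 and 0.998), those of Con-FMT and A100-FMT turning negative with quantile normalization (-0.058 and -0.0089) and with trimmed-mean scaling (-0.025 and -0.024). The list of goblet cells (10, 10 tested) had -0.11, -0.089 and -0.18 (adjusted p = 0.105, 0.95 and 0.337), turning to 0.11, 0.19 and 0.093 with the description's column, to 0.044 and 0.071 for A10-FMT and A100-FMT with quantile normalization and to 0.069 for A10-FMT with the GC adjustment. T cells had -0.48 in Sa vs. A100-FMT (adjusted p = 0.275; 0.913 in Sa vs. A10-FMT). Paneth cell antimicrobial genes had -0.074 and -0.27 in Sa vs. Con-FMT and Sa vs. A10-FMT (13 and 6 of 30 higher, adjusted p = 0.551 and 0.504), Con-FMT turning to 0.13 with quantile normalization and 0.011 with the description's column, and enteroendocrine cells 0.0072 and 0.085 (adjusted p = 0.836 and 0.599), Con-FMT turning to -0.028 with quantile normalization and -0.0605 with trimmed-mean scaling. Fewer than 3 genes were tested of pancreatic acinar enzymes (29 genes, 1 tested), B cells and plasma cells (16, 1 tested), Peyer patch follicle (15, 2 tested) and erythroid (10, 2 tested), and 0 of 26 mitochondrially encoded genes, so these lists have no test.

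From Con-FMT to A100-FMT over both sets, Paneth cell antimicrobial genes fell by 0.70 (1 of 30 genes higher, adjusted p = 6.92e-20 from limma's camera) and enteroendocrine cells by 0.37 (1 of 12 higher, adjusted p = 1.5e-16). By library, the means of the Paneth list overlapped between the groups in both sets, from -1.06 to 0.406 in A100-FMT and -0.162 to 1.25 in Con-FMT of set 1 and from -0.845 to 0.809 and -0.635 to 0.944 in set 2. Among the 14 genes called there (3 higher), Ang4 changed by -1.21, Itln1 by -0.71, Chga by -0.31, Chgb by -0.49, Cck by -0.46 and Gcg by -0.55, named after their values were seen. The others were Pla2g2f (-0.60), Bhlha15 (-0.50), Habp2 (-0.75), Pnliprp2 (-1.01), a BGI transcript (-2.26), Dhrs4 (0.22), Gm2237 (0.77) and a further BGI transcript (0.46). Bhlha15, Habp2, Dhrs4 and Gm2237 lie outside the rule for naming genes. Without A100-FMT replicate 2 of set 1, 4 genes were called. Over both sets, the 15 genes called in Sa vs. A10-FMT, some of them of the interferon response, included Parp12 (0.28), Atf3 (0.66), Ctsl (0.49), Gbp2 (0.63), Ly6a (0.77), Igtp (0.64), Dhrs3 (-0.355), Lhpp (-0.30) and Mfge8 (-0.55). Of these, Parp12, Atf3, Ctsl, Gbp2, Ly6a and Igtp lie outside the rule for naming genes. No explanation of these was tested.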
